# Global identification of functional microRNA-mRNA interactions in *Drosophila*

**DOI:** 10.1038/s41467-019-09586-z

**Published:** 2019-04-09

**Authors:** Hans-Hermann Wessels, Svetlana Lebedeva, Antje Hirsekorn, Ricardo Wurmus, Altuna Akalin, Neelanjan Mukherjee, Uwe Ohler

## Abstract

MicroRNAs (miRNAs) are key mediators of post-transcriptional gene expression silencing. So far, no comprehensive experimental annotation of functional miRNA target sites exists in *Drosophila*. Here, we generated a transcriptome-wide in vivo map of miRNA-mRNA interactions in *Drosophila melanogaster*, making use of single nucleotide resolution in Argonaute1 (AGO1) crosslinking and immunoprecipitation (CLIP) data. Absolute quantification of cellular miRNA levels presents the miRNA pool in *Drosophila* cell lines to be more diverse than previously reported. Benchmarking two CLIP approaches, we identify a similar predictive potential to unambiguously assign thousands of miRNA-mRNA pairs from AGO1 interaction data at unprecedented depth, achieving higher signal-to-noise ratios than with computational methods alone. Quantitative RNA-seq and sub-codon resolution ribosomal footprinting data upon AGO1 depletion enabled the determination of miRNA-mediated effects on target expression and translation. We thus provide the first comprehensive resource of miRNA target sites and their quantitative functional impact in *Drosophila*.

## Abstract (web summary)

MicroRNAs are mediators of post-transcriptional gene expression silencing. Here authors provide a transcriptome-wide map of miRNA target sites in *Drosophila*.

## Introduction

MiRNAs are a class of ~22 nucleotide (nt) long small non-coding regulatory RNAs, involved in mRNA destabilization and translational control. In most cases, a miRNA functions as a guide directing AGO proteins via RNA-RNA-recognition to complementary target sites in the 3′ untranslated region of its target mRNA, where its repressive function gets exerted via assembly of the RNA-induced silencing complex (RISC)^1^. As miRNAs are predicted to target more than 50% of all 3′UTRs of protein coding genes in human^2^ and 30% of *Drosophila* genes (TargetScanFly 6.2), either as a single miRNA or in combination, they may be the most prevalent negative regulator of posttranscriptional gene expression.

Historically, *Drosophila melanogaster* has been an important tool to study miRNAs biogenesis and function^3,4^. MiRNA gene *null* flies identified miRNAs that are critical for fly development as negative regulators of the anti-apoptosis genes *hid* (*bantam*) and *Drice* (*miR-14*)^5,6^. Many fly miRNAs exhibit spatial and temporal expression patterns and possibly spatiotemporal target gene  regulation^7–9^. Advances in detecting miRNAs and their systematic annotation^9–12^ have led to a current set of 466 mature *D. melanogaster* miRNAs^13^.

Similar to other model organisms^14^, only few fly miRNA deletions exert lethal phenotypes or strong morphological abnormalities. However, many miRNA have been found to have subtle effects^15,16^, which become more pronounced when the organism is challenged. It remains difficult to describe direct organismic miRNA effects via individual targets in a quantitative manner. Here, especially human tissue culture models have greatly enhanced our understanding about miRNA function, while our understanding of fly miRNA function is lagging behind. In *Drosophila*, a recent comparative study of small RNAs across 25 cell lines suggested that the miRNA landscape in non-ovary cell lines showed little diversity and low complexity in terms of relative expression levels of individual miRNAs, which would argue against fly cell lines as a good model to study miRNA function^12^.

Although knowledge of mature miRNA sequences alone have enabled the identification of physiologically relevant targets^5,17^, computational methods have greatly contributed to successful miRNA target prediction, especially after recognition of the miRNA seed region (nt 2–7)^18–21^. To date, there is a plethora of computational miRNA target predictions tools, including popular approaches such as TargetScan, MIRZA, and mirSVR^2,22,23^, which leverage conservation, target sequence context feature information or RNA-RNA hybridization energies and other features to improve prediction accuracy. Purely computational tools predict miRNA target sites across entire 3′UTRs, neglecting cell-type specific miRNA expression level and target site availability, which can lead to numerous and tightly spaced predictions. In vivo AGO-binding information generated from crosslinking and immunoprecipitation (CLIP) followed by sequencing (CLIP-seq or HITS-CLIP) methods has been used to greatly decrease the search space from whole 3′UTRs to about 30–40 nt per AGO footprint^24^. AGO footprints do not directly reveal the identity of the miRNA engaged, and in many cases, multiple possible miRNA seed matches overlap AGO-binding sites. However, additional anchor points, such as the coverage summit^24^, but especially the presence of diagnostic events (DEs), rephrase the in vivo prediction problem to the assignment of the most plausible miRNA–mRNA pair within AGO footprints. DEs are introduced in the reverse transcription step during library generation and accumulate directly 5′ upstream of miRNA seed matches. PAR-CLIP (Photoactivatable Ribonucleoside-Enhanced Crosslinking and Immunoprecipitation) enriches for abundant nucleotide conversions (i.e., T-to-C) in the sequenced read^25^ but requires RNA-labeling with photoactivatable nucleosides (i.e., 4-Thiouridine (4SU)). For HITS-CLIP (high-throughput sequencing of RNAs isolated by crosslinking immunoprecipitation), nucleotide deletions have been mostly recognized to exhibit diagnostic potential^26,27^. iCLIP (individual-nucleotide resolution crosslinking and immunoprecipitation) on the other hand enriches for read truncations at the +1 nucleotide position of UV-crosslinked nucleotides^28^. Dedicated computational methods leverage this biochemical, single nucleotide evidence of (RNA-binding protein) RBP-RNA interaction and have improved miRNA target identification accuracy compared to solely sequence-based computational methods^29,30^. Beyond assigning miRNA seed matches in relation to single nucleotide identifiers, chimeric miRNA–mRNA reads overlapping AGO footprints can be used to unambiguously identify the interacting miRNA^31–34^.

Here we describe the absolute quantification of miRNAs in *Drosophila* S2 cells and find that miRNA expression landscapes in *Drosophila* cell lines are more complex than previously reported, owing to recent technological progress in small RNA cloning. We applied both HITS-CLIP and PAR-CLIP to endogenous AGO1 protein, improving critical steps in the library cloning procedure, and compared the predictive potential of single nucleotide DEs to assign ‘true’ miRNA–mRNA interactions. Making use of these features, we provide the first comprehensive transcriptome-wide map of miRNA target sites in fly. Using quantitative RNA-seq and sub-codon resolution ribosomal footprinting data in response to AGO1 depletion, we further functionally evaluated and validated different types of seed matches, confirming canonical miRNA functions. We suggest that fly cell lines are suitable models to study miRNA function and provide a fully quantitative resource with comprehensive transcriptome-wide miRNA binding sites and functional readouts.

## Results

### *Drosophila* S2 cells show miRNA expression complexity

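Small RNA of S2 cells, a line derived from fly embryos, was sequenced in 4 libraries, 2 from a sub-clone grown in Express medium and 2 from a sub-clone grown in Schneider medium. The authors trimmed adapters, collapsed PCR duplicates with the randomized adapter ends, removed rRNA reads, and counted the remaining reads on mature miRNAs. They deposited the reads of each miRNA scaled to the library's miRNA reads, as RPM. For each library, the total that makes every RPM value a whole number of reads was searched for, and under it 100% of the values were whole within rounding. These totals were 331598 and 452344 miRNA reads in the Express libraries, and 525488 and 497805 in the Schneider libraries. A single read was therefore worth between 1.90 and 3.02 RPM. The table lists 168 miRNAs with a read in at least 1 of the small RNA libraries, and 89 of them had a mean of at least 10 RPM. Shares of miRNA reads were averaged over the 4 libraries, with the sample SD as the error, and no miRNA was left out of the totals. Across miRNAs, which are not independent replicates, the Pearson correlation of log-scaled values was 0.930 between the Express replicates, 0.917 between the Schneider replicates, and 0.868 to 0.879 between the sub-clones. The public small RNA libraries were not analysed here.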

In order to understand whether the low miRNA diversity previously observed in *Drosophila* cells^12^ is indeed due to a low complexity in cell-type specific miRNA expression or in part due to miRNA detection limitations at that time, we generated new small RNA libraries (smRNA-seq) for *Drosophila* S2 cells using adapters with randomized ends. Fixed adapter sequences had been identified as one of the major sources of miRNA quantification biases in small RNA sequencing experiments^35,36^. Comparing mature miRNA sequences from both public and in-house S2 cell small RNA sequencing libraries we found that miRNA expression values were more evenly distributed in samples generated using randomized adapter ends (Fig. 1a and Supplementary Figure 1A). While bantam-3p alone made up ~60% of normalized miRNA reads in public smRNA-seq samples, it accounted for about ~25% miRNA reads in our new samples. 

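In the 4 in-house libraries, bantam-3p made up 22.8% ± 3.20 of miRNA reads (SD, n = 4), with single libraries between 18.9% and 26.4%. Its share was 20.3% ± 2.01 (SD, n = 2) in the Express libraries and 25.2% ± 1.57 (SD, n = 2) in the Schneider libraries; this gap was the largest shift that any alternative gave. A more abundant miRNA, miR-184-3p, had 27.2% ± 1.55 (SD, n = 4) and ranked 1, while bantam-3p ranked 2. At rank 3 was miR-11-3p with 8.33% ± 0.287 (SD, n = 4).

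**Figure D1:**
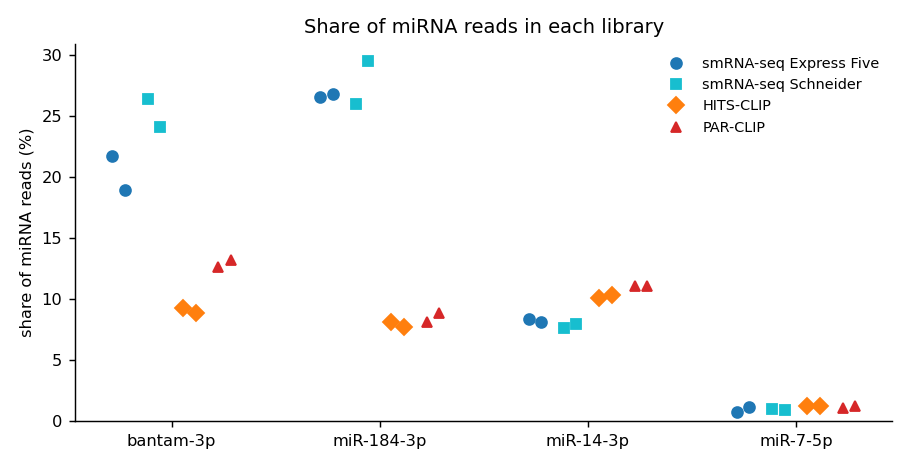
Share of miRNA reads (percent) of named miRNAs in small RNA and CLIP libraries of S2 cells. Points are single libraries. bantam-3p holds between 18.9% and 26.4% of the reads in the small RNA libraries and less in every CLIP library.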

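Among the same libraries, miR-14-3p reached 8.00% ± 0.313 of miRNA reads (SD, n = 4) and ranked 4, with 7.62% in the lowest library and 8.38% in the highest. miR-7-5p had 0.942% ± 0.174 (SD, n = 4) and ranked 16. The share of miR-277-3p was 1.27% ± 0.478 (SD, n = 4), with 0.853% in the Express and 1.68% in the Schneider libraries.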

Other miRNAs, such as miR-14-3p and miR-7-5p, were detected at higher frequencies. These discrepancies are likely a result of miRNA detection differences between small RNA library cloning kits rather than differences in primary miRNA expression, as normalized RNA-seq coverage was unchanged between public and in-house RNA-seq libraries (Fig. 1b). Accordingly, we found that the read sequence composition at 5′ and 3′ read ends in public samples was noticeably skewed, possibly as a consequence of non-randomized adapter ends and concomitant pronounced ligation biases (Supplementary Figure 1B). A noticeable proportion of small RNA reads from modENCODE as well as newly generated samples aligned to common *Drosophila* viral genomes. Those reads likely represent 21-nt long virus-derived siRNA and are unlikely to interfere with AGO1-mediated miRNA function (Supplementary Note 1).

**Fig. 1:**
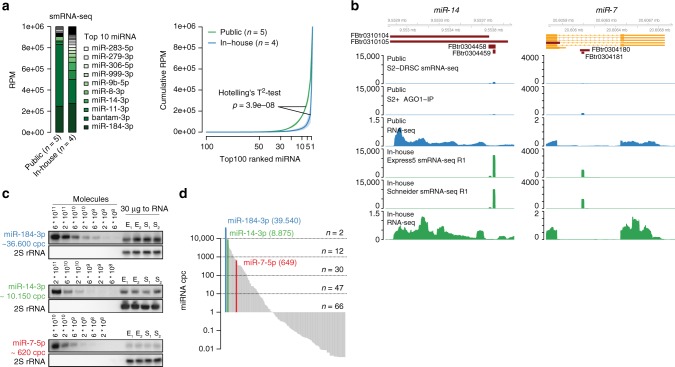
miRNA expression in *Drosophila* S2 cells is more complex than previously reported. **a** miRNA quantification in publicly available and in-house smRNA-seq samples. miRNA annotated reads were normalized to reads per million (RPM). (Left) Barplot representing the mean RPM across replicates and sorted by in-house RPM. (Right) Cumulative miRNA RPM distribution of top 100 detected and RPM-ranked miRNAs. The solid line represents the mean across libraries, shades represent the standard deviation (Supplementary Data 1). **b** Genome browser shot showing miR-14 and miR-7 reads and their respective RNA-seq coverage at miRNA loci of representative libraries normalized to total library size. Two S2 cell sub-clones have been used for new small RNA sequencing, denoted as Express5 and Schneider, respectively. **c** Quantitative miRNA northern blot for miR-184-3p, miR-14-3p, and miR-7-5p, including their experimentally determined cpc. 2S rRNA served as a loading control for total RNA samples. Source data are provided as a Source Data file. **d** Ranked distribution of fitted cpc values (Supplementary Data 1). *Y*-axis is in log10-scale.

Quantitative northern blot experiments confirmed that the previously lowly detected miR-14-3p was robustly detectable in S2 cells (Fig. 1c). 

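A linear regression of log10 copies per cell on log10 mean RPM was fitted to the northern blot values of miR-184-3p, miR-14-3p and miR-7-5p, as the deposited table lists them. The slope was 1.22 and R-squared 0.997 on the log scale. A fit on the linear scale had an R-squared of 0.999996, where the paper gives 0.999. With 3 points, 1 residual degree of freedom is left, so no p-value is given. Evaluated at the mean RPM, the log-scale fit gave 39541 copies per cell for miR-184-3p, 8875 for miR-14-3p and 649.9 for miR-7-5p. With the Express libraries alone, the fit gave 38903 copies of miR-184-3p and 642.8 of miR-7-5p.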

We calculated miRNA copies per cell (cpc) for three miRNAs (miR-184-3p ~36,600 cpc; miR-14-3p ~10,150 cpc; miR-7-5p ~620 cpc) and estimated cpc for all detected miRNA in smRNA-seq samples (Fig. 1d, Supplementary Data 1). 

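By this fit, bantam-3p came to 31852 copies per cell and miR-11-3p to 9325. The number of miRNAs over 10000 copies per cell was 2, and 30 miRNAs lay over 100 copies; the latter number was 29 with the libraries of either sub-clone alone. All miRNAs together summed to 116036 copies per cell. Below the range of the blotted miRNAs the values rest on extrapolation of the fitted line.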

Two miRNAs (miR-184-3p and bantam-3p) were present in more than 10,000 cpc and ~30 miRNAs at more than 100 cpc. Taken together, miRNA expression levels in *Drosophila* S2 cells are more diverse than previously reported as a consequence of detection limitations.

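Ranked by mean RPM, 14 miRNAs made up 90% of the miRNA reads in the small RNA libraries and 3 made up 50%. The 10 most abundant held 84.6% of the reads, between 84.3% and 85.6% in single libraries. The effective number of miRNAs (the exponential of the Shannon entropy) was 12.4, with 13.1 in the Express and 11.4 in the Schneider libraries. From the more even distribution than in the public libraries and the northern blots, the paper concludes that the earlier low diversity was a detection limit.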

### AGO1 HITS- and PAR-CLIP enrich for a similar set of DEs

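AGO1-bound RNA of S2 cells was sequenced in 2 HITS-CLIP libraries and in 2 PAR-CLIP libraries. Both crosslink protein to RNA with ultraviolet light, and in PAR-CLIP the cells are fed a uridine analogue that is read as C where it was crosslinked. For the miRNAs, the authors deposited RPM values of all 4 libraries, made as for the small RNA libraries; they correspond to 3300602 and 3269271 miRNA reads in HITS-CLIP and 2492414 and 1999847 in PAR-CLIP. For PAR-CLIP, the authors mapped the collapsed reads of at least 20 nt to dm6 and ran the peak caller PARalyzer on each replicate separately. PARalyzer joins overlapping reads into groups of at least 5 reads and reports as clusters the stretches where the T-to-C conversion signal exceeds the background. The deposited clusters number 65634 in PAR-CLIP 1 and 48477 in PAR-CLIP 2, with 6326160 and 4477070 reads, a median of 12 and 11 reads per cluster, and median lengths of 59 and 54 nt. Their lowest conversion specificity, a score of the authors' pipeline, was 0.602, so the filter at 0.6 named in the methods had already been applied. Of the clusters on the main chromosome arms, 65033 and 47939, all carry the sequence of the dm6 (BDGP6) reference at their coordinates. The HITS-CLIP peaks and the pooled peaks selected by irreproducible discovery rate were not analysed here. Seed matches were searched in the cluster sequences for 26 seed families of the 30 most abundant miRNAs in CLIP, as 6mer, 7mer and 8mer matches with the paper's definitions, by plain sequence search in place of microMUMMIE. Shares of clusters carry 95% Wilson intervals, and these intervals cover counting error only, since clusters and PCR reads are not independent molecules.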

To identify targets of the detected miRNAs, we performed two HITS-CLIP^37^ and two PAR-CLIP^25^ experiments for endogenous AGO1 in S2 cells (Supplementary Figure 2A, B). We updated individual library preparation steps and performed both CLIP methods under similar conditions to be able to compare both approaches. Importantly, we replaced the RNase-T1 digestion with RNase-I digestion, which has no reported nucleotide cleavage bias, and again used 5′ and 3′ adapters with randomized ends to improve adapter ligation and help to efficiently remove PCR duplicates and, in part, sequencing errors. We sequenced all AGO1-CLIP amplicons close to estimated saturation resulting in 15,337,489 uniquely mapping reads (Supplementary Figure 2C–E). Compared with human AGO2 PAR-CLIP libraries, we observed higher relative 3′UTR read density in fly cells (Supplementary Figure 2F). This difference may be owed to a combination of higher density of predicted miRNA target sites in fly 3′UTRs compared with human 3′UTRs^38^ and possibly differences in sequencing coverage. As instructive example, we confirmed all five originally predicted plus two additional bantam-binding sites in the *hid* 3′UTR with AGO-binding information from HITS-CLIP and PAR-CLIP samples (Supplementary Figure 2G)^5^. 

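The gene hid (FBgn0003997) lies on chromosome 3L of dm6, minus strand, and its 3′UTR runs from 18167745 to 18170010 (2266 nt). PAR-CLIP 1 had 4 clusters there with 58 reads, and PAR-CLIP 2 had 3 clusters with 34 reads. The most covered of them, with 30 and 20 reads, starts at 18168761 in both replicates and holds a bantam-3p 8mer-A1 match (TGATCTCA, 18168772 to 18168779), 2 nt downstream of the conversion mode. The reference sequence around this match is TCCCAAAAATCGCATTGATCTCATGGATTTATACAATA (18168757 to 18168794). A bantam-3p 7mer-m8 match at 18168995 to 18169001 lay in clusters of 6 and 8 reads, and a further 7mer-m8 match at 18168965 to 18168971 in a cluster of 8 reads of PAR-CLIP 2 only. A bantam-3p 6mer3-8 match at 18169981 to 18169986 fell in a cluster of 11 reads of PAR-CLIP 1 only. Outside the clusters of both replicates lay the bantam-3p 7mer-m8 match at 18168285 to 18168291 and the 8mer-A1 match at 18167803 to 18167810. At this depth a site where no group of at least 5 reads forms is not detectable.

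**Figure D2:**
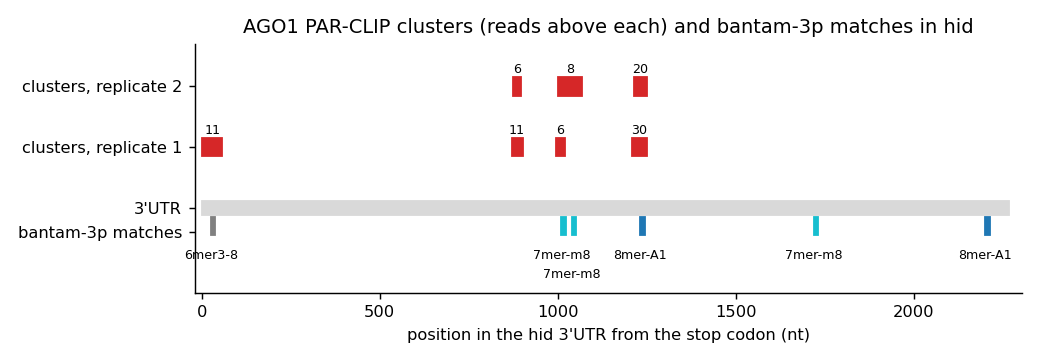
Map of the hid 3′UTR on chromosome 3L (dm6, position in nt from the stop codon) with the PAR-CLIP clusters of both replicates and the bantam-3p matches. Matches of the other families are not drawn. The bantam-3p 8mer-A1 match at 18168772 lies in the cluster with the most reads in each replicate.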

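The 3′UTR of hid holds 20 7mer or 8mer matches of the 26 seed families used here, and 30 of the 59 CLIP-enriched miRNAs. Inside a cluster of at least 1 replicate lay 5 of these matches with either set of miRNAs, from 3 families. Apart from the bantam-3p matches they were a miR-33-5p 7mer-m1 match at 18169007 to 18169013, in a cluster of 6 reads of PAR-CLIP 1 that also holds a bantam-3p match, and a miR-980-3p 7mer-A1 match at 18168957 to 18168963, in a cluster of 8 reads of PAR-CLIP 2 that holds 2 bantam-3p matches. Which match of a cluster the bound miRNA used was not resolved by these counts.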

Although harboring in total 45 predicted conserved and non-conserved 7/8mer seed matches for all detected miRNAs, only the predicted bantam seed matches were supported by the CLIP data.

The combination of AGO-binding information and miRNA expression levels was highly effective to pinpoint the small set of actively engaged miRNA target sites from a large compendium of computationally determined candidates (Fig. 2a, b). 

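The gene mbt (FBgn0025743) lies on chromosome X of dm6, plus strand, with a 3′UTR from 16614015 to 16614856 (842 nt). PAR-CLIP 1 had 7 clusters overlapping it with 678 reads, and PAR-CLIP 2 had 3 with 467 reads. Most reads sat in a single cluster near the stop codon: 633 reads in PAR-CLIP 1, where the authors annotate it as stop codon, and 455 reads in PAR-CLIP 2, where it is annotated as 3′UTR. This cluster holds a miR-252-5p 8mer-A1 match (GTACTTAA, 16614142 to 16614149), a miR-980-3p 7mer-m8 match (16614135 to 16614141) and a miR-8-3p 7mer-A1 match (16614117 to 16614123). The remaining 7mer or 8mer match of the 26 families, of miR-277-3p (7mer-A1, 16614318 to 16614324), lay in clusters of 7 and 6 reads. With the 59 CLIP-enriched miRNAs, 6 of 7 such matches lay inside a cluster.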

We analyzed all CLIP data (both HITS- and PAR-CLIP) in the same framework for more comparability (see Methods). First, we examined whether both CLIP methods would identify a similar set of AGO1-binding sites. 

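The PAR-CLIP replicates were compared by the overlap of their clusters, a cluster counting as shared when it overlaps a cluster of the other replicate by at least 1 nt on the same strand. Of the clusters of PAR-CLIP 1, 62.2% (95% Wilson interval 61.9% to 62.6%) were shared, and of those of PAR-CLIP 2, 88.1% (87.8% to 88.4%). An overlap of at least 50% of the shorter cluster gave 60.2% and 86.3%. With at least 20 reads required of a cluster and of its partner in the other replicate, the shares were 62.1% and 97.2%. The 62.1% therefore also reflects the lower depth of PAR-CLIP 2. Within 3′UTRs the shares were 71.3% and 90.5%. They fell with the read count: among the 1000 most covered 3′UTR clusters 99.8% and 100% were shared, while from rank 6001 on 52.3% and 82.04% were. Over the shared clusters the read counts had Spearman correlations of 0.777 and 0.743, across clusters, which are not independent replicates. No irreproducible discovery rate was computed here.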

Irreproducible discovery rate analysis indicated that both HITS-CLIP and both PAR-CLIP replicates were characterized by high peak reproducibility, while reproducibility between both CLIP methods was less pronounced (Supplementary Figure 2H). We pooled both HITS-CLIP and both PAR-CLIP replicates and selected the *n* top peaks as indicated by an IDR < 0.25 (HITS-CLIP *n* = 8971; PAR-CLIP *n* = 11,667, Supplementary Data 2 and 3) (Supplementary Figure 2H). For both CLIP methods, 3′UTR annotating peaks were enriched relative to the number of peaks expected by chance (Supplementary Figure 2I). 

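The authors annotated 13937 clusters of PAR-CLIP 1 (21.2%, 95% Wilson interval 20.9% to 21.5%) and 12069 of PAR-CLIP 2 (24.9%, 24.5% to 25.3%) to 3′UTRs. Coding sequence held 54.2% and 51.1% of the clusters, and 5′UTRs 6.16% in each replicate. In the annotation of the reference, coding sequence makes up 62.2% of the exonic length, 3′UTRs 21.3% and 5′UTRs 12.3%. With at least 20 reads per cluster, which moved these shares most, 3′UTRs held 24.7% and 29.6% of the clusters and coding sequence 46.5% and 41.0%. Only 141 and 140 clusters were annotated to miRNAs, but they held 55.8% and 62.7% of all cluster reads. Cluster shares are of all clusters, those outside these regions included, while length shares are of exonic length. Enrichment or its absence therefore cannot be read from setting them side by side. Expression of the transcripts was not taken into account, and the peaks selected in the paper were not used.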

IDR-selected AGO1-binding site positions were uniformly distributed within 3′UTRs, which is different from miRNA seed matches in human and in line with previous findings^39^ (Supplementary Figure 2J).

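Clusters found in both replicates were placed by their midpoint on the longest annotated 3′UTR of their gene, leaving out short 3′UTRs. They were assigned to 10 bins of equal length along it. A midpoint lies inside its cluster, and a shorter 3′UTR may be in use, so the last bin can be low by construction. How much this lowers it was not tested. Of 6925 clusters in PAR-CLIP 1, 9.70% lay in the first bin, 12.7% in the second and 7.47% in the last. PAR-CLIP 2 gave 10.6%, 13.0% and 7.15% of 7473 clusters. A uniform distribution would place 10% in each bin; the 95% Wilson intervals of the second bin (12.0% to 13.5% and 12.3% to 13.8%) and of the last bin (6.87% to 8.11% and 6.58% to 7.75%) leave it out.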

**Fig. 2:**
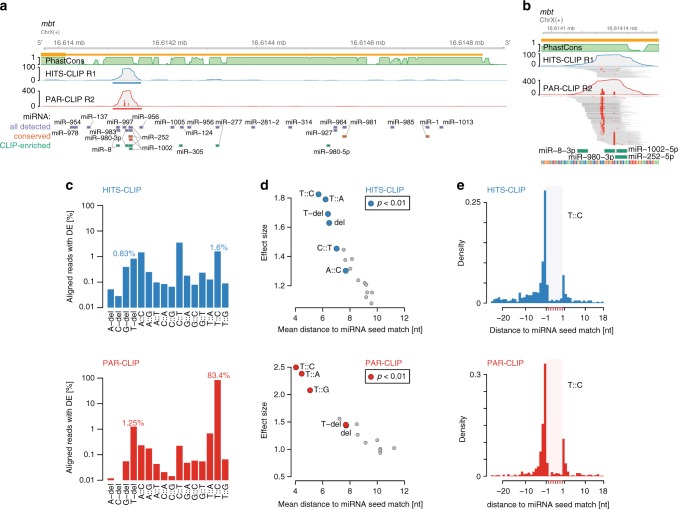
AGO1 HITS-CLIP and PAR-CLIP diagnostic event comparison. **a** Genome browser shot of the *Drosophila* gene *mbt*, depicting AGO1 HITS-CLIP (blue) and PAR-CLIP (red) coverage tracks along its 3′UTR as well as 27way PhastCons scores (green). Blue and red bars indicate IDR-selected peak calls. Below, 7mer and 8mer seed matches for all miRNA in TargetScan 6.2 (conserved and non-conserved families), conserved miRNA (predicted conserved targets), and top 59 CLIP-enriched miRNA (see Supplementary Figure 1A) are indicated (*y*-axis shows the number of detected CLIP reads). **b** Similar to (**a**), genome browser shot of HITS-CLIP and PAR-CLIP peak in *mbt* 3′UTR including alignments. Red squares in individual read alignments indicate T-to-C mismatches to the dm6 reference. Red bars within coverage tracks indicates the T-to-C conversion proportion at nucleotide resolution. Below, 7mer/8mer seed matches of CLIP-enriched miRNAs are indicated. **c** Percentages of diagnostic events relative to all uniquely aligning reads. **d** Results according to Supplementary Figure 2M. Scatterplot of mean distance to miRNA start (*x*-axis) relative to its effect size (*y*-axis). **e** T-to-C conversion example according to (**d**). Density of T-to-C conversion positional maxima relative to unique 7mer or 8mer matches in top 3000 IDR-selected 3′UTR peaks

AGO footprints do not directly reveal the identity of the bound miRNA. Several reports have exploited single nucleotide DEs introduced during library preparation as additional anchor points within the AGO-binding site, which give higher resolution information about direct RBP-RNA contacts. For AGO PAR-CLIP, T-to-C conversions have been found to be diagnostic to infer miRNA seed matches 3′ downstream^25^. For AGO HITS-CLIP, nucleotide deletions were the most recognized DEs relative to miRNA seed matches^26,27^. We found that PAR-CLIP peaks showed strong positional enrichment of T-to-C conversions, which is also observed in HITS-CLIP peaks but to a lesser extent (Fig. 2b, cf.^40^).

We used the randomized adapter ends to filter aligned sequencing reads with mismatches to the reference genome to distinguish DEs introduced at crosslinked nucleotides during reverse transcription from sequencing errors. After filtering, T-to-C conversions accumulated toward the middle of mapped reads for both PAR-CLIP and HITS-CLIP samples (Supplementary Figure 2K), in contrast to previous reports for mouse AGO2 CLIP^26^. 

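For each group of overlapping reads, the authors deposited the number of read copies with a T-to-C conversion, with another mismatch and with none. Over all groups of PAR-CLIP 1, 20945692 of 23882093 copies carried a T-to-C conversion, which is 87.7%; PAR-CLIP 2 gave 87.6% of 20560294. Groups in 3′UTRs had 94.5% and 93.9%, groups in coding sequence 95.1% and 94.2%, groups annotated to miRNAs 87.0% and 87.1%, and groups in 5′UTRs 72.6% and 71.1%. Copies inside clusters, which are defined by such conversions, had 88.1% and 88.0%. These files hold only reads that PARalyzer placed in groups, so reads outside groups do not enter the share, and the HITS-CLIP reads were not analysed here.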

In AGO1 PAR-CLIP, more than 80% filtered uniquely aligning reads harbored T-to-C conversions (Fig. 2c). In AGO1 HITS-CLIP data, we detected more reads with T-to-C conversions (1.6%) than reads harboring T-deletions (0.83%).

In order to evaluate the diagnostic potential of all possible nucleotide conversions and deletions, we evaluated the top 3000 3′UTR peaks in detail (Fig. 2d and Supplementary Fig. 2L; see Methods). For both, PAR-CLIP and HITS-CLIP T-to-C conversions preferentially peaked 5′ proximal to unique 7mer and 8mer seed matches within AGO1 footprints (Fig. 2e). 

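In PAR-CLIP, the 3000 most covered 3′UTR clusters of each replicate were searched for 7mer-A1, 7mer-m8 and 8mer-A1 matches, and clusters with exactly 1 match were kept (1049 and 1022). The position that the authors list as the conversion mode lay within 2 nt of the match start in 13.3% (95% Wilson interval 11.3% to 15.4%) and 13.2% (11.3% to 15.4%) of them. With 100 sets of shuffled decoy families the mean share was 3.63% ± 0.935 and 4.03% ± 1.02 (SD over the sets), and no set reached the true share (permutation p = 0.0099 in both replicates, the smallest that 100 sets can give). Taking the position of the highest value in the deposited conversion distribution instead, which moved the result most, raised the shares to 35.2% and 35.6%, against 5.26% and 6.19% for the decoys. By that position, the match started exactly 1 nt downstream in 21.8% and 23.0% of the clusters.

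**Figure D3:**
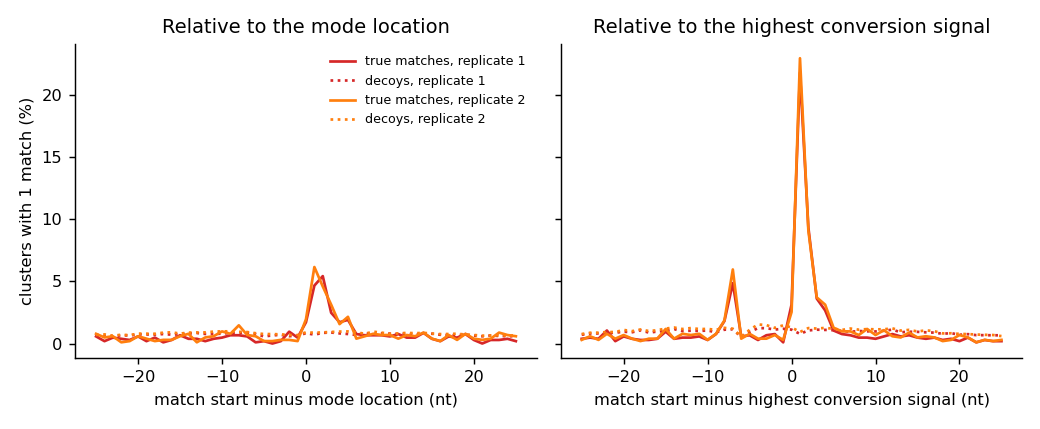
Distance in nt from the conversion position to the start of the seed match, as the percent of clusters with exactly 1 match, for true families and the mean of the decoy sets. The true matches of both replicates have their maximum just downstream of the conversion position.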

Although PAR-CLIP T-to-C conversions were by far more abundant, the less frequent conversions in HITS-CLIP can nevertheless indicate crosslinked nucleotide 5′ proximal to seed matches. In PAR-CLIP, not only T-to-C conversion, but also T-to-A, T-to-G conversions and T-deletions occur closer to seed matches than expected by chance (Fig. 2d and Supplementary Figure 2M). In HITS-CLIP, T-to-C, T-to-A conversions and T-deletions showed similar preference (Fig. 2d and Supplementary Figure 2M). About 80% of the top 3000 AGO1 HITS-CLIP 3′UTR peaks contained at least one T-to-C conversion, while T-deletions occurred in <25% and showed slightly less diagnostic potential. For both AGO1 PAR-CLIP and HITS-CLIP, crosslinked nucleotides are best indicated by T-to-V (V = A,C or G)  conversions and T-deletions, though at different frequencies.

### T-centric DEs enable efficient miRNA target site prediction

To assess the impact of T-to-V conversions together with T-deletions, we used microMUMMIE^29^, a hidden Markov model that integrates CLIP binding profiles and their DEs with sequence matches to predict miRNA seed matches within AGO1-binding sites. For both CLIP methods we chose peaks with at least two DEs (hereafter referred to as cluster^41^). In AGO1 PAR-CLIP almost all IDR-selected 3′UTR peaks contain at least two T-to-C conversions (*n* = 3740/3890 3′UTR peaks). 

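In the groups deposited for PAR-CLIP, 13614 of 13637 3′UTR groups of PAR-CLIP 1 held at least 2 T-to-C events, which is 99.8%. PAR-CLIP 2 had 12098 of 12110, or 99.9%. Every 3′UTR cluster of the replicates held at least 2 events, since PARalyzer calls clusters from them. Groups of the pooled peaks counted in the paper were not used here.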

In AGO1 HITS-CLIP more than 50% (*n* = 1661/3086 3′UTR peaks) of the IDR-selected 3′UTR peaks were clusters based on T-to-V or T-del DE, while T-to-C conversions accounted for more clusters than T-deletions (Fig. 3a).

**Fig. 3:**
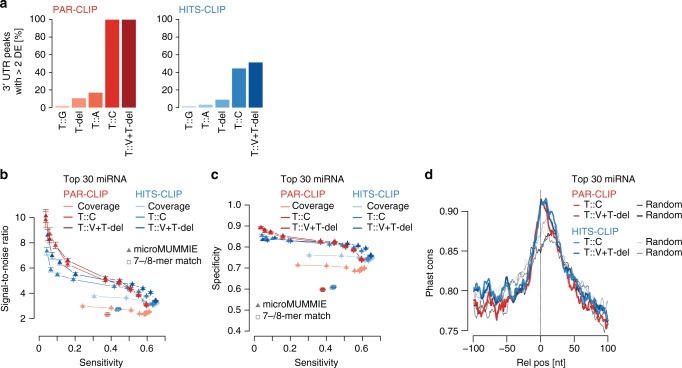
microMUMMIE assigned miRNA seed matches on PAR-CLIP and HITS-CLIP. **a** Proportion of IDR-selected peaks forming clusters (≥2 DEs per 3′UTR peak) depending on individual or combined DEs. **b** SNR estimate for HITS-CLIP and PAR-CLIP-derived DE signal for miRNA seed match predictions given the top 30 CLIP-enriched miRNAs relative to 30 shuffled decoy miRNAs. In each case, the top 1500 clusters were used. The results are depicted as mean across 100 individual shuffling experiments, with error bars representing SEM. Individual triangles indicate changes in chosen microMUMMIE variance levels. Squares show basic 7mer-A1, 7mer-m8, or 8mer-A1 matches anywhere within clusters. *X*-axis depicts sensitivity. Coverage = inferred single nucleotide peak summit position. **c** Similar to (**b**), but depicting specificity vs. sensitivity. **d** UCSC 27way PhastCons scores relative to the inferred crosslinked nucleotides for Clusters with miRNA seed match (at microMUMMIE variance 0.01; viterbi mode) prediction or a random nucleotide within the same peak

We ran microMUMMIE on the top 1500 PAR-CLIP clusters harboring T-to-C conversions and predicted miRNA seed matches for the miRNAs that were detected in CLIP samples relative to same number of decoy miRNAs (see Methods). 

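Mean RPM over the 4 CLIP libraries was fitted on the log10 scale with a Gaussian mixture of 2 components, after adding 0.1 RPM. The upper component held 54 of the 168 miRNAs, with a mean of 3.88 and an SD of 0.638 in log10 RPM; the lower had a mean of 1.07 and an SD of 0.867. Its least abundant member had 649.8 RPM, and its members held 99.4% of the CLIP miRNA reads. The Bayesian information criterion favoured this model over a single component by 26.5. Across alternatives the upper component held between 49 miRNAs, from HITS-CLIP alone, and 59, with 1 RPM added. In CLIP, bantam-3p had 11.0% ± 2.23 of the miRNA reads (SD, n = 4), miR-14-3p 10.6% ± 0.502 and miR-184-3p 8.18% ± 0.485. The 10 most abundant miRNAs held 63.2% of the reads, and 26 miRNAs made up 90%.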

CLIP samples showed a clear bimodal miRNA read distribution, suggesting that the top 59 miRNAs are actively engaged in AGO1-RISC complexes (referred to as comprehensive miRNA set) (Supplementary Figure 1A). We found that a smaller set of top 30 detected miRNAs had the best trade-off maintaining high signal-to-noise ratio (SNR), while maintaining almost maximal sensitivity (referred to as high-confidence miRNA set) (Supplementary Figure 3A, B). Comparing the predictive potential of DEs between both CLIP methods using the high-confidence miRNA set, miRNA–mRNA pairs were assigned with higher SNR at lower sensitivity values in AGO1 PAR-CLIP-derived clusters as compared with HITS-CLIP-derived clusters (Fig. 3.b, c; Supplementary Figure 3C, D). HITS-CLIP clusters may thus harbor a higher proportion of true positive miRNA seed matches compared to PAR-CLIP, but the high density of PAR-CLIP-derived DEs has a higher predictive value. In all cases, using DEs within the top 3′UTR clusters were more predictive of real miRNA seed matches than using the position of the peak summit (coverage midpoint) (Fig. 3b, c; Supplementary Figure 3C, D). While combining T-to-V or T-del DEs helped in the case of HITS-CLIP, PAR-CLIP clusters did show similar SNR and sensitivity using T-to-C conversions only. For both methods, we found a similarly strong increase of PhastCons conservation scores relative the inferred crosslinked nucleotide (Fig. 3d and Supplementary Figure 3E). In summary, we predicted miRNA seed matches for AGO1 PAR-CLIP and HITS-CLIP clusters at comparable SNRs. However, DEs were detectable as a function of sequencing depth, and their prevalence is much lower especially in AGO1 HITS-CLIP peaks with lower coverage.

### Canonical miRNA binding sites function via 3′UTR targeting

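AGO1 was depleted in S2 cells for 72 h with dsRNA against ago1 (dsAGO1) at a low dose of 1.25 µg per ml or a high dose of 5 µg per ml; cells treated with dsRNA against GFP (dsGFP) and untreated cells (mock) were the controls. RNA-seq was available for mock, dsGFP and dsAGO1 low in 3 replicates and for dsAGO1 high in replicates 2 and 3; ribosomal footprinting (RiboFP) was available for all 4 conditions in 3 replicates. The authors deposited raw counts per gene, from HTSeq for RNA-seq and summarizeOverlaps for RiboFP, without normalization. Counts on genes in RNA-seq were between 7067057 and 8409050 (median 7705521) in mock, 5530684 and 7995683 (6806857) in dsGFP, 4615048 and 6304049 (6076001) in dsAGO1 low, and 5183614 and 4130128 in the dsAGO1 high libraries. In RiboFP they were between 2870286 and 4955237 (4163086) in mock, 2567932 and 5304553 (4563372) in dsGFP, 2777396 and 3646552 (2842067) in dsAGO1 low, and 1738952, 1236689 and 13648324 in the dsAGO1 high libraries, the last being replicate 1. Genes were tested with edgeR's quasi-likelihood test after TMM normalization and filterByExpr, with Benjamini-Hochberg adjustment, between dsAGO1 low and dsGFP, the groups the paper uses; changes of translational efficiency (TE) were tested as the interaction of assay and treatment in 1 model over 12 libraries. The targeted gene, AGO1 (FBgn0262739, chromosome 2R of dm6, 13943387 to 13958089), fell by 0.74 in RNA-seq on the log2 scale (standard error 0.24, unadjusted p = 0.0100, adjusted p = 0.155 from edgeR's quasi-likelihood test), from 1187 ± 379 CPM (counts scaled to the library's total by edgeR) in dsGFP to 720.2 ± 115 in dsAGO1 low (SD, n = 3). DESeq2 gave -0.73 with an adjusted p of 0.0491, and over the alternatives, those that left out a replicate included, the adjusted p ran from 0.00554 to 0.429. In RiboFP it fell by 1.28 (standard error 0.21, adjusted p = 0.00164 from the same test), from 144.7 ± 13.9 to 60.1 ± 22.0 CPM (SD, n = 3), and by 1.10 to 1.63 with any replicate left out. The library labelled RiboFP dsAGO1 high 1 had 133 CPM of AGO1, as in dsGFP, and the library labelled RiboFP dsAGO1 high 2 had 146; the third had 72.0. Supplementary Data 16 states that the knockdown of the first of these was insufficient.

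**Figure D4:**
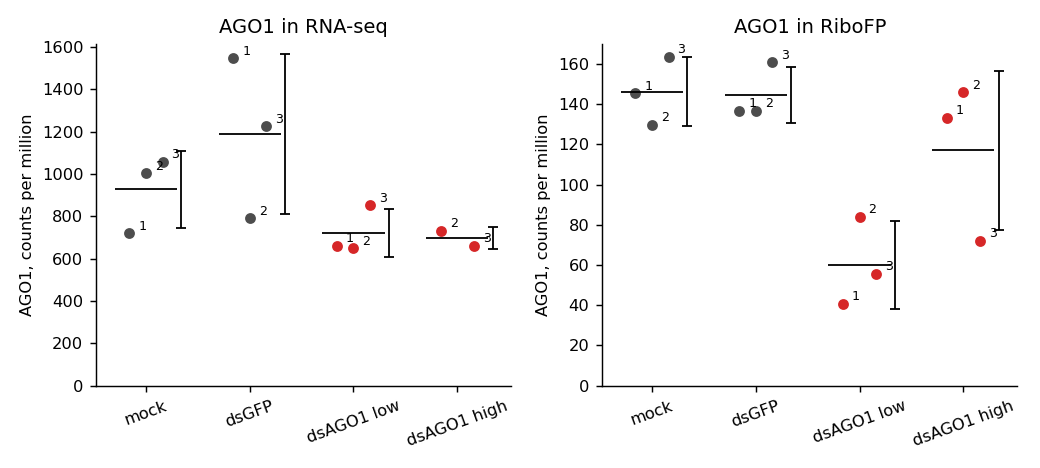
AGO1 CPM in every RNA-seq and RiboFP library by condition; points are single libraries and lines are means. In RiboFP the dsAGO1 low libraries average 60.1 CPM against 144.7 in dsGFP, while 2 of the 3 dsAGO1 high libraries lie at the dsGFP level.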

To confirm miRNA function, we knocked down *ago1* expression using double-stranded RNA (dsRNA) mediated gene silencing and performed mRNA sequencing and ribosomal footprinting relative to control treatments (Supplementary Figure 4A, B). 

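In RNA-seq, 139 of 7581 genes had an adjusted p under 0.05 between dsAGO1 low and dsGFP, 80 higher and 59 lower, and 1210 had an unadjusted p under 0.05. Leaving out a replicate lowered this number most: without replicate 3 it was 3 (alpha-Est8, CG14273 and CG6006), without replicate 2 it was 4 (these and CG4793, FBgn0028514), all lower, and CG4793 is named after its values were seen. In RiboFP, 1930 of 6834 genes passed, 1037 higher and 893 lower, with 497 without replicate 2 and 3004 with the replicates as a block. For TE, 6 of 6553 genes passed, all higher, and 279 had an unadjusted p under 0.05. With the replicate number as a block the TE count was 8, 7 higher and 1 lower, with 491 at an unadjusted p under 0.05. With DESeq2 the TE count was 12, 10 higher and 2 lower, and without replicate 3 it was 0, with 162 at an unadjusted p under 0.05. Of 134 genes called in RNA-seq and tested in both assays, 126 were also called in RiboFP, all 126 in the same direction. Among genes with the same direction in all 3 pairs, the largest rises in RNA-seq were those of Lac (FBgn0010238, 2R, 12453190 to 12465630), by 2.08 on the log2 scale (standard error 0.33, adjusted p = 0.0132 from edgeR's quasi-likelihood test), and CG8046 (FBgn0033388, 2R, 9162037 to 9164967), by 1.77. They were followed by udt (FBgn0039113, 3R, 23760737 to 23763263) with 1.65, sotv (FBgn0029175, 2R, 16145904 to 16148719) with 1.64 and GILT1 (FBgn0038149, 3R, 13398526 to 13401862) with 1.58. In RiboFP these 5 genes rose by 2.29, 2.45, 3.56, 1.85 and 2.60 in the same order. The largest falls were those of alpha-Est8 (FBgn0015576, 3R, 7509343 to 7515670), a log2 fold change of -4.00 (standard error 0.31, adjusted p = 2.8e-04 from the same test), and CG14273 (FBgn0032024, 2L, 8342695 to 8344378), of -3.43; an antisense RNA on the other strand shares 72.2% of the exonic bases of CG14273. The others were bnl (FBgn0014135, 3R, 19794073 to 19836817) with -2.56, CG6006 (FBgn0063649, 3R, 16154982 to 16171766) with -2.36 and UK114 (FBgn0086691, 2L, 15274181 to 15275091) with -2.08. In the fit without a filter on low counts, bnl was called higher in dsGFP than in mock, so a rise in the control may enter its fall. Genes higher in RiboFP had a reproducible 3′UTR site of the 26 families more often (240 of 1006, 23.9%) than genes lower (37 of 846, 4.37%). The authors' deposited table of TE changes lists 5963 genes and an adjusted p under 0.05 for 57 of them, of which only 35 are higher. The 6 genes called here are all among the 57.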

We calculated mRNA expression changes, changes in ribosomal footprinting, and translational efficiency (Supplementary Data 4). We assessed whether identified AGO1-binding sites in different regions of mRNAs had similar effects. 

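Genes tested in both assays were grouped by where their reproducible PAR-CLIP clusters lie, and each group was compared with the 411 genes that have no cluster in either replicate. The 362 genes with clusters in the 3′UTR only had a median log2 fold change higher by 0.25 in RNA-seq (95% bootstrap interval 0.15 to 0.34; adjusted p = 4.2e-09 from a two-sided Kolmogorov-Smirnov test with Benjamini-Hochberg adjustment over 48 tests) and by 0.29 in RiboFP (0.23 to 0.37, adjusted p = 2.0e-12). Of these genes, 55.8% rose in RiboFP, against 29.2% of genes without a cluster. The 794 genes with clusters in coding sequence only were higher by 0.11 in RNA-seq (0.02 to 0.17, adjusted p = 5.4e-07) and by 0.08 in RiboFP (0.03 to 0.14, adjusted p = 7.4e-06). For the 35 genes with clusters in the 5′UTR only, the differences were 0.30 (-0.01 to 0.46, adjusted p = 0.0865) and 0.04 (-0.10 to 0.22, adjusted p = 0.587). The alternatives that moved the RiboFP values most were clusters with at least 20 reads in each replicate, which gave 0.44 for 3′UTRs, and all genes with a cluster in the region, whatever else they hold, which gave 0.24 for coding sequence and 0.27 for 5′UTRs. With genes of a mean count of at least 100 in both assays the coding difference in RNA-seq was 0.03 (adjusted p = 0.112, against 9.7e-26 to 0.112 over all alternatives), and with the authors' deposited log2 fold changes that in RiboFP was 0.04 (adjusted p = 0.0839, against 3.2e-27 to 0.0839). The 5′UTR difference in RNA-seq passed the threshold under several alternatives, with adjusted p-values from 3.2e-25 to 0.544 over all of them. Genes are not independent replicates, so the shift was also tested on the 6 libraries. By camera, with its preset correlation, the adjusted p of the 3′UTR group was 0.00266 in RNA-seq and 3.8e-06 in RiboFP; under fry the RiboFP result held (0.00124) and no class of genes in RNA-seq did (lowest adjusted p 0.137). For the coding group camera gave 0.570 in RNA-seq and 0.359 in RiboFP, and fry 0.457 and 0.0400. The HITS-CLIP peaks that the paper also groups by region were not used here. The 411 genes without a cluster mostly have few counts, and the region groups were not matched to them on expression level or 3′UTR length.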

For IDR-selected peaks in both CLIP methods we found that repression alleviation upon AGO1 depletion was strongest for genes bound in 3′UTRs (Supplementary Figure 4C). 

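Across the 6462 genes tested in both assays, the log2 fold changes of RNA-seq and RiboFP had a Pearson correlation of 0.779 and a Spearman correlation of 0.739, and 78.6% of the genes changed in the same direction. Leaving out a replicate lowered the Pearson correlation to between 0.644 and 0.747, with the lowest value without replicate 2. For the 788 genes with reproducible sites the correlation was 0.793 and 80.7% changed in the same direction, while both rose for 55.7% of them. The 411 genes without a cluster also had 0.793, with 78.6% in the same direction, so this agreement was not particular to genes with sites. Both rose for 20.0% of the genes without a cluster. The slope by orthogonal regression was 1.21 over all genes and 1.44 over genes with reproducible sites, with RiboFP changing more. Genes are not independent replicates, so no p-value is given. Same-numbered RNA-seq and RiboFP libraries of a condition also share deviations from their group means, with correlations of 0.145 to 0.440. This can raise the agreement of the assays without an effect of the treatment, and no value for that case is given here.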

Changes in RNA levels and ribosomal footprinting data were concordant for the majority of AGO1-bound targets (Supplementary Figure 4D). It has been suggested previously that AGO-binding-dependent translational repression precedes RNA degradation^42^ and that AGO binding in coding regions may specifically influence target gene translational efficiency^43^. In our data, only a small subset of AGO1 targets bound in their 3′UTR were characterized by additional changes in translational efficiency that were not explained by mRNA abundance changes (Supplementary Figure 4C). 

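Genes with reproducible clusters in the 3′UTR only had a median TE change higher by 0.07 than genes without a cluster (95% bootstrap interval 0.00 to 0.15; adjusted p = 0.00405 from a two-sided Kolmogorov-Smirnov test). TE rose in 61.9% of them and in 52.1% of genes without a cluster. Genes are not independent replicates, and the splits of the libraries were run for genes with reproducible sites instead. For those, 4 of 10 splits gave a TE difference as large as the real one. Of the 6 genes called for TE, 3 had a reproducible site: sinu (FBgn0010894), Tsf2 (FBgn0036299) and CG31195 (FBgn0051195), which are named after their values were seen. With matches near the highest conversion signal, a rule chosen after seeing the data, 5 of the 6 had a site. Among the named genes, Mcr (FBgn0267488, chromosome 2L of dm6, 8074117 to 8082982) is 1 of the 6, with a log2 change in TE of 1.67 (standard error 0.23, adjusted p = 0.00446 from edgeR's quasi-likelihood test of the interaction). Leaving out replicate 2 or 3, or fitting all groups together, raised this adjusted p to 0.409, 0.192 and 0.998. Its RNA rose from 143.5 ± 4.29 to 281.0 ± 29.0 CPM and its footprints from 71.8 ± 19.8 to 446.8 ± 29.4 CPM (SD, n = 3).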

We also did not observe strong changes in translational efficiency for genes targeted in coding regions relative to genes without AGO1-binding sites. However, our data was derived from 72 h dsRNA knockdown and thus may not be well suited to address preceding changes in translational efficiency.

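For genes with clusters in coding sequence only, the median TE change differed by -0.04 from that of genes without a cluster (95% bootstrap interval -0.09 to 0.02), while the two-sided Kolmogorov-Smirnov test, which also responds to the spread, gave an adjusted p of 3.5e-04. TE rose in 47.1% of these genes. For genes with clusters in the 5′UTR only the difference was -0.05 (-0.26 to 0.06, adjusted p = 0.264).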

As expression changes were most pronounced for 3′UTR bound AGO1 targets, we focused on providing a reference miRNA target site annotation to binding sites in this annotation category. 

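The clusters of the PARalyzer runs that overlap between the replicates were ranked by their summed reads, leaving out the pooled run, which was not analysed here. The most covered 3′UTR cluster lies in Mcr (2L, 8074780 to 8074841, dm6, minus strand) with 9465 reads, 5777 in PAR-CLIP 1 and 3688 in PAR-CLIP 2. It holds a miR-184-3p 8mer-A1 match, but no match in Mcr lay near the conversion mode in both replicates. The next lie in tmod (FBgn0082582, 3R, 30578298 to 30578772) with 9262 reads, CG1943 (FBgn0037468, 3R, 7077412 to 7077790) with 7877 and CG32138 (FBgn0267795, 3L, 14070143 to 14070329) with 6248. The place of tmod rests on the sum over the replicates. Its cluster had 7095 reads in PAR-CLIP 1, more than that of Mcr. In PAR-CLIP 2 it had 2167, fewer than those of CG1943 (2831) and CG32138 (2356). At rank 5, with 5956 reads, is a cluster in FBgn0039113 (3R, 23760735 to 23760925), listed there as CG10217 and in the count tables as udt. In RiboFP the other 4 of these genes also rose with dsAGO1 low, Mcr by 2.61, tmod by 1.41, CG1943 by 0.83 (adjusted p = 0.0102 from edgeR's quasi-likelihood test) and CG32138 by 0.38 (adjusted p = 0.0198) on the log2 scale. Without replicate 2 the adjusted p was 0.0759 for CG1943 and 0.141 for CG32138, the highest over the alternatives, of which the lowest were 6.6e-09 and 9.5e-04. The deposited mode lay on the first or last nucleotide of 54.8% and 56.2% of the 3′UTR clusters, whereas the highest conversion signal did so in 1.06% and 1.23%. The median distance between the mode and that highest signal was 27 and 25 nt.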

Since miRNA seed match prediction on PAR-CLIP T-to-C conversions had the best SNR, and DE prevalence was much higher than in AGO1 HITS-CLIP, we reanalyzed the PAR-CLIP data using the PAR-CLIP-tailored peak caller PARalyzer^41^ (Supplementary Data 5–7). First, in order to explain as many AGO1 3′UTR clusters as possible, we pooled both PAR-CLIP samples and predicted miRNA seed matches for the 59 CLIP-enriched miRNAs (referred to as comprehensive miRNA target site map; Supplementary Data 8 and 9). 

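A canonical match of the 26 seed families lay anywhere in 60.8% (95% Wilson interval 60.0% to 61.6%) of the 3′UTR clusters of PAR-CLIP 1 and in 59.7% (58.9% to 60.6%) of those of PAR-CLIP 2, which leaves 39.2% and 40.3% without. With 7mer and 8mer matches only, 68.8% and 69.2% had none. For the seeds of all 59 CLIP-enriched miRNAs, a set tried after seeing the data, 20.7% and 21.7% had none. A match within 15 nt of the conversion mode was missing from 73.9% and 73.0% of the clusters. Clusters with more reads are longer and hold matches more often: 75.4% and 75.7% of those with at least 20 reads had a match.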

Similar to previous studies, not all AGO1-binding sites can be explained by a canonical miRNA seed match (up to 60%). In addition to spurious non-functional interactions in genomic crosslinking data sets, this fraction may consist at least partially of AGO1-binding sites without canonical miRNA seed match that may still be able to function in RNA-silencing (e.g., bulge sites, center sites, etc.^44–46^). However, the prevalence of such sites is still largely unclear. As an example for non-canonical miRNA binding sites, we assessed nucleation bulge site predictions for ‘orphan’ AGO1 3′UTR clusters. As previously reported for human AGO2 PAR-CLIP data^29^, we observed a much lower, close to random signal-to-noise ratio for bulge site predictions, which altogether explained not more than 9% of all AGO1 3′UTR clusters (Supplementary Figure 4E). We found that target gene expression of genes with clusters lacking canonical seed matches (including nucleation bulges) was not noticeably different from non-targeted genes (Supplementary Figure 4F). Furthermore, slight changes may also be explained by canonical seed matches of miRNAs not included in the comprehensive miRNA set, as well as targeting in other transcript regions. 

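The 636 genes whose reproducible 3′UTR clusters hold no canonical match of the 26 families had a median log2 fold change higher than that of the 411 genes without a cluster by 0.21 in RNA-seq (95% bootstrap interval 0.12 to 0.28; adjusted p = 4.8e-11 from a two-sided Kolmogorov-Smirnov test) and by 0.15 in RiboFP (0.10 to 0.22, adjusted p = 6.8e-11). On the level of the 6 libraries, camera gave an adjusted p of 0.0447 in RNA-seq, which fry did not hold (0.210), and 0.0120 in RiboFP, which fry held (0.00895). For the 290 genes without a match of the 59 CLIP-enriched miRNAs the differences were 0.18 and 0.14. The 3120 genes with a match in such a cluster had 0.32 and 0.33. Clusters in other regions of these genes and bulge matches were not excluded here. The genes without a cluster mostly have few counts. Of the 411, 107 had a mean count of at least 100 in both assays, against 4458 of all 6462 tested genes. These classes were not matched to them on expression level or 3′UTR length.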

Our results do not exclude the possibility that a small number of functional miRNA bulge predictions may be hidden among a much larger set of reproducible yet ineffectual sites. We have therefore added a list of reproducible miRNA bulge sites to Supplementary Data 11.

For lower ranked clusters of the pooled AGO1 PAR-CLIP data sets, prediction certainty was gradually reduced (Supplementary Figure 4G). 

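In bins of 1000 3′UTR clusters by read count, the number of canonical matches was divided by the mean number over 100 sets of shuffled decoy families. In the first bin this signal-to-noise ratio was 1.26 in PAR-CLIP 1 (1.11 to 1.49, the range that the middle 95% of the decoy sets give) and 1.32 in PAR-CLIP 2. In the last full bin, with 5 to 6 and 4 to 5 reads per cluster, it was 1.22 (1.07 to 1.45) and 1.11 (0.951 to 1.29). With 7mer and 8mer matches only, which moved the ratios most, it went from 1.60 and 1.77 in the first bin to 1.32 and 1.26 in the last. The ranges of neighbouring bins overlap in every case, and the decline from bin to bin was not steady. In the whole 3′UTRs of the genes in the first bin the ratio was 1.01 in both replicates (0.884 to 1.22 and 0.882 to 1.23).

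**Figure D5:**
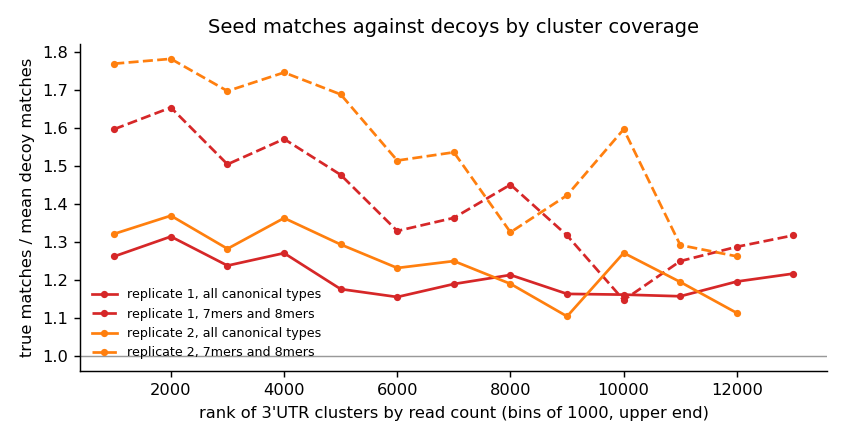
Signal-to-noise ratio of seed matches (true matches over the mean of 100 decoy sets) in bins of 1000 3′UTR clusters ranked by read count, for both PAR-CLIP replicates. The ratio for all types starts at 1.26 and 1.32 and ends at 1.22 and 1.11.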

In order to arrive at a high-confidence miRNA target site map, we predicted miRNA seed matches for the top 30 CLIP-enriched miRNA that showed good sensitivity, while maintaining high SNR on the IDR-selected peaks (referred to as high-confidence miRNA target site map; Supplementary Data 10,12 and 13). Here, we predicted miRNA seed matches on both AGO1 PAR-CLIP samples separately and kept reproducible miRNA seed match predictions. The gold standard comprises 5026 miRNA canonical seed match predictions on 2601 expressed genes (Fig. 4a). These reproducible predictions showed stronger target repression alleviation upon AGO1 knockdown than genes with non-reproducible target sites or reproducible bulge sites (Supplementary Figure 4H).

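A site was assigned to a cluster where a canonical match of the 26 families starts within 15 nt of the conversion mode, taking the longest match type and then the nearest, and a site counted as reproducible where both replicates gave it. PAR-CLIP 1 had 3638 sites and PAR-CLIP 2 had 3253, and 1031 were reproducible, on 871 genes. The rule for the position decided this number: with all matches anywhere in clusters found in both replicates there were 9201 sites on 2853 genes, and with a window of 5 nt 495 sites on 451 genes. Of the 1031 sites, 33.7% were 6mer3-8 matches, 16.0% 6mer2-7, 17.4% 7mer-A1, 13.4% 7mer-m8 and 12.2% 8mer-A1. The remaining types pair with the first miRNA base: 4.95% were 7mer-m1 and 2.42% 8mer-m1 matches. The start of the match lay 0 to 3 nt downstream of the mode in 33.2% of the sites. From the sites found in both replicates the paper builds its high-confidence map.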

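Genes with reproducible sites (788 of those tested) had a median log2 fold change higher than that of the 3775 genes without a site in either replicate by 0.21 in RNA-seq (95% bootstrap interval 0.18 to 0.24; adjusted p = 1.4e-34 from a two-sided Kolmogorov-Smirnov test) and by 0.28 in RiboFP (0.25 to 0.33, adjusted p = 1.2e-50). For the 1899 genes with sites in one replicate only the differences were 0.14 (0.12 to 0.17, adjusted p = 2.7e-30) and 0.19 (0.17 to 0.22, adjusted p = 9.0e-47). The intervals of the 2 groups of genes do not overlap in either assay. In TE the differences were 0.09 and 0.05. Against all other genes, the TE difference of genes with reproducible sites was 0.07. Of the 10 ways to split the libraries, 4 gave one as large, so the labels of the libraries did not set it apart. Bulge sites were not assigned here.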

**Fig. 4:**
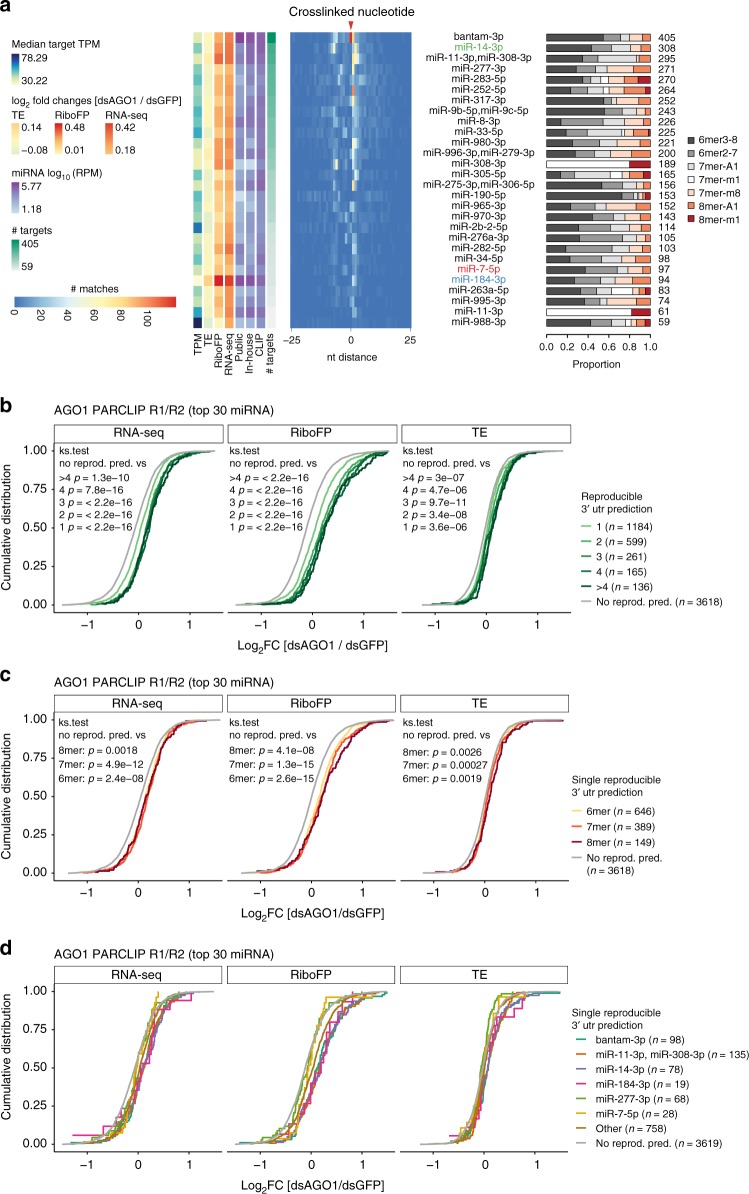
Functional evaluation of canonical miRNA seed match predictions. **a** Heatmap showing positional miRNA prediction prevalence relative to the identified crosslinked nucleotide for the top 30 CLIP-enriched miRNAs within PARalyzer-derived 3′UTR clusters. Only miRNA seed match prediction reproducible in both AGO1 PAR-CLIP replicates were considered (Supplementary Data 10). miRNAs are ranked by the number of predicted targets. The proportion of seed match types is shown on the right. On the left, the medians of steady state target expression levels (TPM), log2 fold changes of dsAGO1 vs. dsGFP treated samples for TE, RiboFP and RNA-seq are shown for all miRNA targeted genes (Supplementary Data 4), followed by the mean miRNA RPM expression levels in public and in-house smRNA-seq as well as CLIP data sets (Supplementary Data 1). Results shown were derived at microMUMMIE variance 0.01 using viterbi mode. **b** Cumulative distribution of RNA-seq, RiboFP and TE log2 fold changes for genes with 1, 2, 3, 4 or more than four reproducible miRNA seed match predictions relative to genes without reproducible predictions. *P* value was calculated in a two-sided Kolmogorov–Smirnov test versus genes without reproducible miRNA seed match predictions. **c** Similar as in (**b**) but isolating genes with exactly one reproducible miRNA seed match prediction stratified by 6mer, 7mer, or 8mer binding mode. **d** Similar as in (**c**) but depicting log2 fold changes for individual miRNAs (miR-184-3p, miR-14-3p, and miR-7-5p compared with three other miRNAs with the most miRNA predictions). RNA-seq, RiboFP, and TE log_2_ fold changes are available in Supplementary Data 4

### S2 cell miRNAs reflect a terminally differentiated state

The number of predicted targets correlated well with CLIP-derived miRNA quantification (Pearson correlation coefficient 0.47, *p* = 0.012). Accordingly, we found (the previously lowly detected and most CLIP-enriched miRNA) miR-14-3p to have the second-most reproducible miRNA target sites. On the other hand, miR-184-3p was associated with comparably few targets and did not follow this general relationship. Yet, those few targets exhibited strong repression alleviation upon AGO1 knockdown. 

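Across the 26 seed families, the number of target genes and the log10 mean RPM in the 4 CLIP libraries had a Pearson correlation of 0.490 (permutation p = 0.0116) and a Spearman correlation of 0.472 (permutation p = 0.0157). Adjusted over the 16 relations computed, by site rule and miRNA measure, these permutation p-values were 0.0265 and 0.0279. Without the 2 families farthest from the median on the CLIP axis, bantam-3p and miR-2b-2-5p, r was 0.437, and without miR-184-3p it was 0.545. The value moved most with all matches anywhere in shared clusters, to 0.292 (permutation p = 0.147); with the small RNA libraries in place of CLIP it was 0.377 (permutation p = 0.0583).

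**Figure D6:**
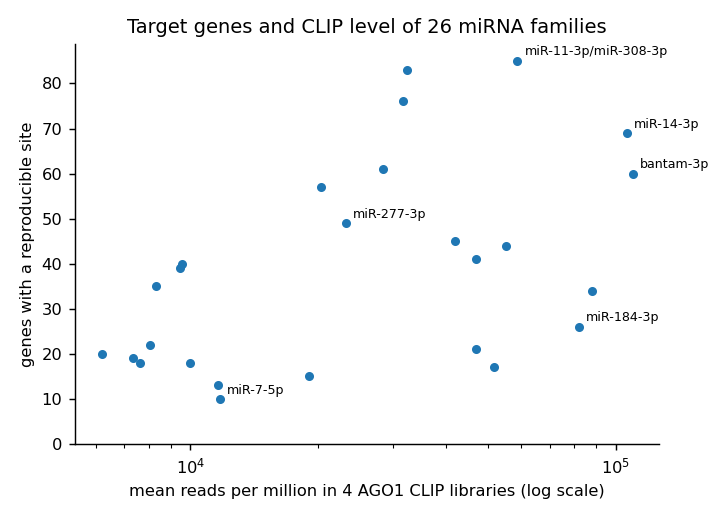
Number of target genes with a reproducible site against mean CLIP level (RPM, log axis) for the 26 seed families. bantam-3p has the highest level with 60 target genes, and miR-184-3p has 26 at a level of 81821 RPM.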

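With 69 target genes, the family of miR-14-3p ranked 4 among the 26. More target genes had miR-11-3p and miR-308-3p, which share a seed (85), miR-9b-5p and miR-9c-5p (83), and miR-33-5p (76); bantam-3p ranked 6 with 60. In CLIP, miR-14-3p ranked 1 in HITS-CLIP (10.2% ± 0.126 of miRNA reads, SD, n = 2) and 2 in PAR-CLIP (11.1% ± 0.0346). The log2 ratio of its mean RPM in CLIP to that in small RNA libraries was 0.41, rank 55 of the 86 miRNAs compared; the highest was 9.14, of miR-308-3p.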

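For miR-184-3p, 26 target genes were found, rank 16 of the 26 families, at rank 4 of the CLIP levels summed by family. The log2 ratio of its CLIP level to its small RNA level was -1.73, rank 83 of 86.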

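The 25 tested target genes of miR-184-3p had a median RiboFP change higher by 0.60 than genes without a site (95% bootstrap interval 0.08 to 1.07; adjusted p = 3.2e-04 from a two-sided Kolmogorov-Smirnov test with Benjamini-Hochberg adjustment over the 84 tests of single families and their seed types). This was the largest difference of any family, ahead of miR-14-3p with 0.47 (0.28 to 0.57, 59 genes), but the intervals overlap and the difference between families was not tested.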

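Against the 5674 tested genes without a reproducible site, the median log2 fold change in RiboFP was higher by 0.21 for the 661 genes with 1 site (95% bootstrap interval 0.18 to 0.25; adjusted p = 5.7e-26 from a two-sided Kolmogorov-Smirnov test), by 0.29 for the 109 genes with 2 sites (0.17 to 0.40, adjusted p = 3.6e-07) and by 0.58 for the 14 genes with 3 sites (0.15 to 1.40, adjusted p = 0.00598). In RNA-seq the differences were 0.16, 0.15 and 0.48. Only 4 genes had more than 3 sites, too few for a test: Larp4B (FBgn0035424), PAN3 (FBgn0035397), chinmo (FBgn0086758) and heca (FBgn0010113), named after their values were seen. Among genes with exactly 1 site, the differences in RiboFP were 0.15 for 329 genes with a 6mer (0.10 to 0.20), 0.30 for 247 with a 7mer (0.23 to 0.36) and 0.27 for 85 with an 8mer (0.19 to 0.46). RNA-seq gave 0.09, 0.20 and 0.27 for these types.

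**Figure D7:**
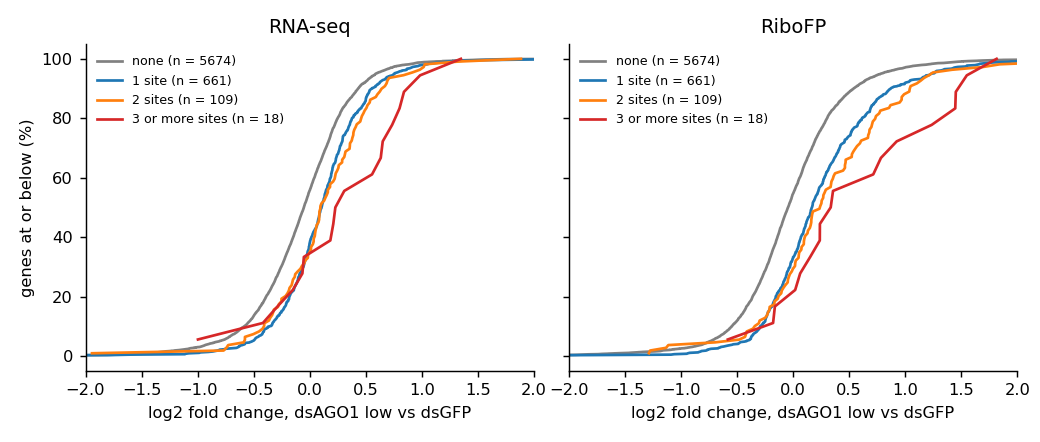
Cumulative distribution of the RiboFP log2 fold change (dsAGO1 low over dsGFP) for genes without a reproducible site and for genes with 1, 2 and 3 or more. The curves shift to higher values with the number of sites.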

The number of reproducible miRNA predictions had a strong cumulative effect (Fig. 4b), which was more pronounced than differences in miRNA seed match types (Fig. 4c, Supplementary Figure 4I). For some miRNAs, miRNA effects indeed increased in the order of 6mer < 7mer < 8mer (i.e., bantam-3p, miR-184-3p), but we also found examples of abundant miRNAs not showing this relationship (i.e., miR-277-3p). 

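For miR-277-3p, the median RiboFP change of target genes against genes without a site was -0.11 with a 6mer (17 genes), 0.34 with a 7mer (17) and 0.27 with an 8mer (12). For bantam-3p it was 0.22 with a 6mer (35 genes) and 0.28 with a 7mer (17), and for miR-14-3p 0.34 (29) and 0.49 (23). The family of miR-11-3p and miR-308-3p gave 0.24 (22 genes), 0.36 (43) and 0.52 (12) in this order. For miR-184-3p only the 6mer class reached the minimum of 10 genes, with 0.08 (11 genes).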

Individual miRNAs therefore differed from each other in target suppression strength or mode (e.g., miR-184-3p exhibited relatively strong effects on translational efficiency, while others did not) (Fig. 4d), possibly a sign of miRNA-mRNA target stoichiometry differences.

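In TE, target genes of miR-184-3p had a median change higher by 0.20 than genes without a site (95% bootstrap interval -0.01 to 0.54; adjusted p = 0.00645 from a two-sided Kolmogorov-Smirnov test). The difference was 0.16 for miR-252-5p (0.07 to 0.20, adjusted p = 0.00408), 0.14 for miR-14-3p (-0.02 to 0.25, adjusted p = 0.00920), 0.07 for miR-277-3p and 0.01 for bantam-3p (-0.08 to 0.20, adjusted p = 0.122). Differences between the families were not tested, and most of their intervals overlap.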

Having information about in vivo bound miRNA target sites in S2 cells provides the unique opportunity to describe the collective miRNA targetome and individual miRNA modules. We found 1237 genes being targeted by a combination of at least two miRNAs, while 1364 genes harbor one single miRNA binding site (Fig. 5a, inset). 

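Reproducible sites of at least 2 families were found on 126 genes, and 745 genes had sites of a single family. Exactly 1 site was found on 737 genes and at least 2 on 134, with up to 5 sites on a gene. With sites of 7mers and 8mers only, 448 genes had exactly 1 site and 31 had sites of at least 2 families.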

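Counting genes by the exact set of families with a reproducible site, the largest sets were those of single families: 64 genes each for miR-11-3p with miR-308-3p and for miR-9b-5p with miR-9c-5p, and 55 for miR-14-3p. The data held 82 pairs of families with a gene of their own, the most frequent with 5 genes, miR-277-3p with miR-980-3p, named after its value was seen.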

We noted that all unique miRNA target sets are larger than any miRNA pair, suggesting that no larger specific combinatorial target gene sets exist in S2 cells (Fig. 5a). To test whether the S2 cell miRNA targets address distinct biological processes, we tested for the presence of miRNA target set specific gene ontology (GO) categories. We could identify a group of strongly enriched GO terms around fly development, morphogenesis, signaling, and cell-to-cell communication for all miRNA targets combined, as well as shared across most individual miRNA target sets and differentially upregulated genes upon AGO1-knockdown (Fig. 5b; Supplementary Data 14). We obtained similar GO-term enrichments considering only 7mer and 8mer target genes. The congruence of GO-term enrichment patterns across most individual miRNA target sets is suggesting overlapping targeted developmental processes. Indeed, calculating semantic GO-term similarities supports the notion that the majority of miRNA targets share similar GO-term enrichments (Fig. 5c).

**Fig. 5:**
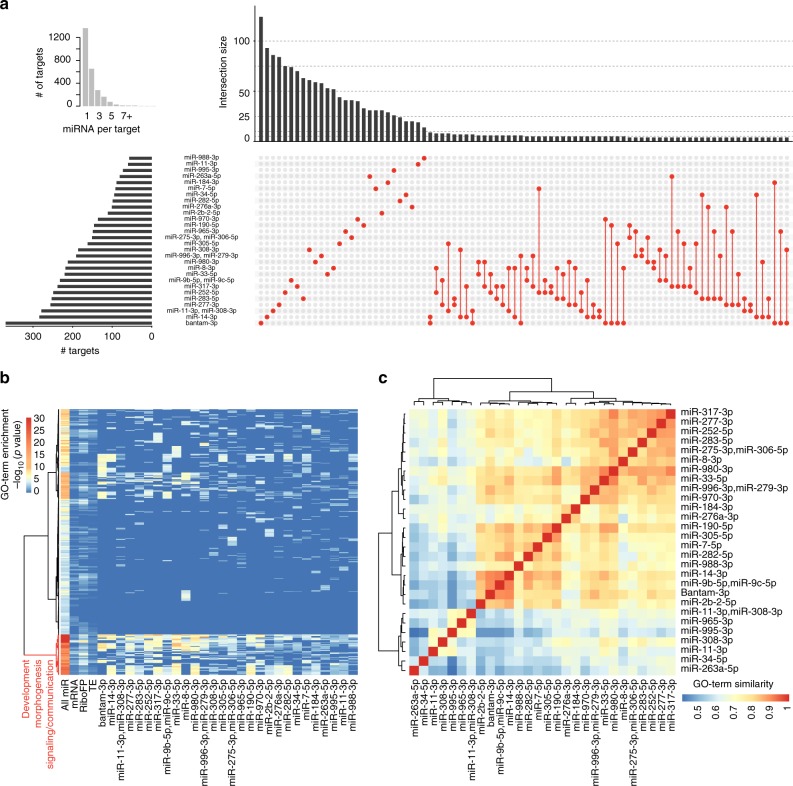
miRNAs in S2 cells collectively target genes involved in development. **a** Overview of S2 miRNA targetome. The inset on the left shows the number of detected genes with unique (=1) to up to 13 reproducible 3′UTR miRNA binding sites. Upset plot showing all possible miRNA target overlaps with minimally four shared genes (*n* = 88 combination > = 4 genes). Barplot on the left indicates the number of all targets per miRNA. The barplot on top indicates the size of the unique target set. The largest target gene sets exist for individual miRNAs. The largest intersect for co-targeting miRNA has a size of nine targets. The sets are indicated by red dots, connected by red lines. **b** Biological process gene ontology (GOBP) enrichment for all miRNA targets (all miR: *n* = 2601), top decile of genes upregulated on mRNA level upon AGO1 depletion (mRNA), top decile of genes upregulated on ribosomal footprinting level upon AGO1 depletion (RiboFP), top decile of genes upregulated on translational efficiency level upon AGO1 depletion (TE; each *n* = 597), and all individual miRNA target sets, relative to all genes considered during functional analysis previously (*n* = 5963). All significantly enriched (*p* < 0.001; Fisher’s exact test; *n* = 501) GO terms for all miRNA targets were selected, merged to the corresponding enrichments in all other sets, and row-wise clustered (distance = maximum, clustering function = ward) after *p* value −log10-transformation, resulting in two main clusters. miRNAs are sorted by the number of targets. We did not observe enriched GO terms for individual miRNA target sets, which were not already covered by enrichments in all miR (Supplementary Data 14). **c** Pair-wise GO-term similarities using GOSemSim, for the top 100 enriched GOBP terms given *p* < 0.001 (Fisher’s exact test), and clustered (distance = euclidean, clustering = ward)

The enriched GO-terms are suggested to be prime miRNA targets in *Drosophila*^47^ in the context of fly development. We thus wanted to understand whether the miRNA targetome in fly embryo-derived S2 cells shared features with genes expressed during fly development. We noted that the 3′UTRs of genes associated with enriched GO terms were longer than the average 3′UTR length of genes expressed in S2 cells (Supplementary Figure 5A). Accordingly, miRNA target genes possessed longer 3′UTRs compared with non-target genes in S2 cells, while mRNA expression levels were similar (Supplementary Figure 5B, C). 

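The 777 tested target genes with an annotated 3′UTR had longer 3′UTRs than the 5604 genes without reproducible sites, with a median difference of 548 nt (95% bootstrap interval 480.0 to 638; p = 1.5e-102 from a two-sided Kolmogorov-Smirnov test across genes, n = 777 and 5604, which are not independent replicates). The median length without reproducible sites was 272 nt. In dsGFP the median RNA level was 6.45 log2 CPM for target genes and 5.55 for the others, a difference of 0.90 (0.71 to 1.10; p = 1.9e-23 from the same test, n = 777 and 5604). CPM is not scaled to transcript length, so the longer 3′UTRs of target genes may enter this difference. A higher expressed gene may give more CLIP reads, which was not tested here and which the number of target genes does not take into account.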

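Across 6381 tested genes with a 3′UTR, the number of reproducible sites and the 3′UTR length in the annotation had an r-squared of 0.0896 and a Spearman correlation of 0.290; among the 777 genes with at least 1 site these were 0.102 and 0.259. The site rule moved the value most: over all genes r-squared was 0.251 with all matches anywhere in shared clusters and 0.250 with matches near the highest conversion signal, a rule chosen after seeing the data. Genes are not independent replicates, and the longest annotated 3′UTR of each gene was used.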

The number of reproducible miRNA binding sites with in vivo AGO1-binding evidence correlated with the target gene 3′UTR lengths for all miRNA binding site sets (target genes at var = 0.01: *r*^2^ = 2.45E–01, *p* = 5.04E–161; target genes at var = 0.5: *r*^2^ = 7.33E−02, *p* = 4.21E–17). Moreover, target 3′UTRs showed increased density of predicted miRNA binding site motif occurrences for 7mer and 8mers compared with 3′UTRs of expressed non-target genes (Supplementary Figure 5D). 

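The 3′UTRs of target genes held a median of 3.98 7mer and 8mer matches of the 26 families per kb, against 2.73 in genes without reproducible sites, a difference of 1.25 (95% bootstrap interval 0.994 to 1.46; p = 9.5e-54 from a two-sided Kolmogorov-Smirnov test across genes, n = 777 and 5604). With sites of 7mers and 8mers only the medians were 4.61 and 2.78.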

Last, miRNA target gene 3′UTR lengths observed in S2 cells were comparable with 3′UTR length quantified from bulk embryo RNA-seq data (Supplementary Figure 5E–G). Taken together, miRNAs expressed in S2 cells target genes that associated with developmental cues, morphogenesis, and cell-to-cell communication. However, we cannot exclude that the targeted genes serve other non-described functions in S2 cells independent of the developmental context of the whole embryo.

## Discussion

Despite its importance as a model system, the fly community has been lacking a comprehensive, quantitative, in vivo map of *D. melanogaster* miRNA targets. To fill this gap, we describe a resource of cellular miRNA copy numbers, comprehensive miRNA target sites, as well as functional response data, including ERCC spike-in RNA-seq and matched sub-codon resolution ribosomal footprinting data utilizing randomized adapters. Here, we focused our efforts on comparing the miRNA target prediction potential for AGO1 CLIP methods, and the evaluation of miRNA function. Together, we support that at least Schneider S2 cells lines can serve as a valuable model to study fly miRNA function.

We found the expressed miRNA pool to be more diverse than reported. T4 RNA ligases, most commonly used during small RNA cloning, were shown to have sequence biases and/or nucleic acid secondary structure hindrance in ligating single stranded RNA or DNA oligos, which can lead to miRNA mis-quantification of multiple orders of magnitude^35,48–50^. Randomizing adapter ends for miRNA cloning can efficiently reduce those biases, and results showed good agreement between complementary miRNA quantification methods^36,51^. Beyond overcoming ligation limitations, randomized adapter ends serve furthermore as unique molecular identifiers (UMIs), which help to distinguish individual ligation events from duplications introduced during PCR or sequencing. This is especially critical for low-complexity smRNA-seq libraries, where often thousands of identical reads align to only a few miRNA loci. Accordingly, we show that this new miRNA expression data is in better agreement with quantitative northern blots than previous libraries prepared without randomized adapter ends. This finding may not be limited to *Drosophila* S2 cells and plausibly extends to all of the 25 fly cell lines recently profiled for modENCODE^12^.

For some miRNAs, detected expression levels changed drastically between public and new smRNA-seq quantification. MiR-14-3p has early on been associated with an anti-apoptotic phenotype in fly^6^ and since then, it has been implicated in multiple other regulatory cues^15,52–55^. Early smRNA cloning and pyrophosphate sequencing as well as SOLiD-sequencing already indicated mir-14 to be abundant in S2 cells^9,56^, but in all but one of the public smRNA libraries analyzed, mir-14 was significantly underrepresented as compared with our new smRNA-seq data (Supplementary Figure 1A). We found miR-14 levels as one of the most engaged miRNAs in AGO1-RNP complexes, targeting the second-most genes following bantam.

While we, and others^25^, observed a general correlation of miRNA expression level and the number of predicted miRNA targets (Fig. 4a), miR-184 did not follow this trend. We mapped fewer target sites than expected from its expression, and its target genes were on average more strongly de-repressed upon AGO depletion and showed a relatively strong effect on translational regulation (Fig. 4a, d). MiR-184 has been previously found to be required for embryonic axis formation and has an age dependent effect on female germline development^15,57^. It has also been found responsive to high-sucrose treatment in fly and mouse as well as in diabetic mouse models^58,59^, suggesting a conserved response mechanism. In both cases, the miR-184 levels are reported to drop quickly and strongly upon treatment and disease state, while miRNA expression changes are known to be normally modest. The quick drop suggests a short miRNA half-life. Given a high miRNA-mRNA target ratio in S2 cells, effective target regulation would require strong changes in miRNA levels. It seems therefore tempting to speculate that miR-184 shows common strong regulation as a result of high miR-184-target mRNA ratios in fly and mouse.

AGO-binding information greatly enhances accuracy in assigning the miRNA-mRNA gene pairs^24,25^, as the search space for short miRNA seed matches is reduced dramatically from whole 3′UTRs to AGO footprints. If ambiguity remains, single nucleotide diagnostic events can be used for assigning the right miRNA^26–30^. DEs are known for all three major CLIP protocols (PAR-CLIP, HITS-CLIP, iCLIP) but so far it has been unclear how the diagnostic potential of CLIP-type specific DEs compare. In agreement with previous reports, we found T-nucleotide DEs (conversions and deletions) for miRNA seed matches located 3′-downstream for both HITS-CLIP and PAR-CLIP^40^, but these DEs (especially T-to-C conversions) were much more abundant in PAR-CLIP. Contrary to previous reports^26^, HITS-CLIP T-to-C conversions showed higher diagnostic potential than T-deletions, due to multiple possible reasons: (a) The original study used less stringent mapping parameters (~75% of reads contain conversions), possibly shadowing a lower fraction of informative diagnostic events. (b) Mapping of short reads including mismatches remains specifically challenging and differs across aligners^60^, and the ~19× smaller fly genome (dm6 vs. mm10) implies higher mapping confidence. (c) Our use of randomized UMI adapter ends enabled us to identify and remove sequencing errors from aligned reads. A similar approach has been recently used for AGO iCLIP samples^34^. Overall, we found the combination of HITS-CLIP T-to-V conversions and T-deletions to lead to competitive SNR, sensitivity and specificity to predict miRNA seed matches, but only for the top 1500 peaks. Given that only 2.5% (1 in 40 reads) of uniquely aligned reads contain such DE, only peaks with substantial coverage can be used for this analysis, while this limitation does not exist in PAR-CLIP. For HITS-CLIP peaks without DEs, the coverage midpoint could still act as anchor point^24^, but with lower SNR^29^. Importantly, our observations can be leveraged for in vivo endogenous AGO1 CLIP experiments, where the 4SU incorporation into transcripts may be difficult or impossible.

We increased the count of experimentally supported miRNA target sites in *D. melanogaster* from currently 12 (Diana TarBase v7.0^61^) and 150 (miRTarBase 7.0^62^), respectively, to more than 5000 reproducible sites in 3′UTRs. It is possible that miRNA targeting follows slightly different rules in different clades. For example, in *C. elegans* additional miRNA targeting modes were found to be more conserved than expected by chance (6mer-A1 and 8mer-1U)^38^. Moreover, miRNA seed matches in fly do not occur preferentially toward 3′UTR start and end^39,63^, which is supported by our AGO1-binding data and possibly a consequence of drastically shorter 3′UTR length in flies^38^. As 3′UTRs can undergo extensive lengthening for example in the fly nervous system and thus increase *cis*-regulatory 3′UTR space^64,65^, this picture may depend on the tissue or differ for individual miRNAs. Furthermore, local AU-content was found to be predictive for miRNA target sites in human^2^, but the 3′UTR AU-content is higher in fly and thus may be less predictive. While this study was under review TargetScan Fly v7 was released improving computational miRNA binding site predictions using reporter assays^66^. Beyond facilitating a quantitative model of miRNA targeting in fly, our comprehensive target map is thus an excellent starting point to further improve *Drosophila* target prediction.

## Methods

### miRNA quantification

For miRNA quantification, we considered AGO1 CLIP and small RNA-seq alignments after the step of multimapper removal (see the section CLIP and smRNA-seq data processing). This was chosen for two reasons: (1) miRNAs harbor large proportions of untemplated 3′-end modification resulting in mismatches toward read ends that do not result from sequencing or adapter trimming errors. (2) Public small RNA-seq libraries (Supplementary Data 16) were generated without introducing UMIs, which are required for UMI-based sequencing error removal.

Reads annotating to mature miRNAs were quantified and normalized to reads per million (RPM) by dividing the total number of miRNA-annotating reads and multiplication with 1 × 10^6^. CLIP-enriched miRNAs were identified fitting a two-component mixture model^67^ to the RPM-normalized and log_10_-transformed miRNA counts as a mean across CLIP libraries.

To infer copies per cell (cpc) for all detected miRNAs, we first fit a linear regression model to the experimentally determined cpc and in-house smRNA-seq derived mean RPM after log-transformation. The resulting model was used to predict cpc for all detected miRNAs.

Experimentally determined miRNA cpc values fitted better with miRNA reads per million (RPM) derived from in-house smRNA-seq libraries (R-squared = 0.999, *p* = 0.0013, residual std. er. = 52.4) than with public data sets (R-squared = 0.95, *p* = 0.14, residual std. er. = 5810). Accordingly, fitted cpc values for all miRNAs were more coherent with in-house smRNA-seq derived RPM (in-house:R-squared = 0.989, residual std. er. = 3030; public:R-squared = 0.932, residual std. er. = 11600).

### HITS-CLIP and PAR-CLIP of endogenous AGO1 protein

AGO1 HITS-CLIP and PAR-CLIP experiments were performed in biological replicates, originally described in Hafner et al.^25^ with the following changes. Buffers were used from Huppertz et al.^68^. For AGO1 PAR-CLIP, culturing medium was supplemented with 400 µM 4SU (SIGMA #T4509), 17 h overnight before harvest. 4SU incorporation was determined to be approximately half as efficient as in HEK293T cells determined by thiol-specific biotinylation dot-blot assays as described previously^69^. Semi-adherent cells were scraped and washed in ice-cold PBS prior to 254 nm or 365 nm UV-irradiation (400 mJ/cm^2^), respectively. Cell pellets were snap frozen in liquid nitrogen and stored at −80 °C until further usage. For library preparation, cells were thawed on ice and lysed quickly in NP40 lysis buffer (50 mM Tris–HCl pH 7.4, 100 mM NaCl, 1% Igepal CA-630 (NP40), 0.1% SDS, 0.5% sodium deoxycholate, Complete Protease Inhibitor to a final concentration of 2 ×, RNAsin 40 U/ml lysis buffer; 1 ml lysis buffer per approximately 0.3 × 10^9^ cells, 1.2 × 10^9^ to 1.3 × 10^9^ cells in total per sample). After treatment with RNaseI (1:333 v/v or 300 U/ml lysate for HITS-CLIP and 1:400 v/v or 250 U/ml lysate for PAR-CLIP samples, due to concentration differences between lysates; TurboDNase (4 U/ml) for 3 min at 37 °C and 1100 rpm). Immunoprecipitation (IP) was carried out with polyclonal AGO1-coated (Abcam #ab5070, 20 µg per sample) magnetic protein A dynabeads (Life Technologies #10002D) (100 µl) on spin-cleared cell extracts for 2 h at 4 °C.

After IP, CLIP samples were washed three times with high-salt buffer (50 mM Tris–HCl, pH 7.4, 0.666 M NaCl, 1 mM EDTA, 1% Igepal CA-630 (NP40), 0.1% SDS, 0.5% sodium deoxycholate), followed by PNK-buffer washes. Samples were radioactively 5′end-labeled with γ-^32^P-ATP including a subsequent addition of 1 µl high-molar ATP (100 mM) to the reaction for efficient 5′-end phosphorylation. The crosslinked protein-RNA complexes were resolved on a 4–12% Bis-Tris-polyacrylamid gel. The SDS-PAGE gel was transferred to a nitrocellulose membrane and the protein-RNA complexes migrating at an expected molecular weight were excised. RNA was isolated by Proteinase K treatment and phenol-chloroform extraction, ligated to 3′ adapter and 5′ adapter (Supplementary Data 15), reverse transcribed using Superscript III (Life Technologies #18080044), PCR-amplified (PCR cycles: HITS-CLIP 20 cycles; PAR-CLIP 19 cycles), and gel-purified. Note, after the 3′adpater ligation step, each AGO1 sample was split into approximately 19–24 nt (miRNA fraction) and 24–35-nt (target fraction) long fragments, cloned, amplified and sequenced separately. The amplicons were sequenced single-end as a multiplexed pool on HiSeq2000 (Illumina) with 51 cycles.

### CLIP and smRNA-seq data processing

For AGO1 HITS-CLIP and PAR-CLIP libraries, sequencing reads from 19–24-nt and 24–35-nt fraction were combined before processing. For all fly CLIP libraries we quality-filtered reads using the fastx-tool kit [-q 10 -p 95] (http://hannonlab.cshl.edu/fastx_toolkit/), and adapter-trimmed using cutadapt v1.8^70^ [–overlap = 3; -m 24] (Supplementary Data 15), discarding untrimmed reads. Reads were collapsed (duplicate removal) still including the four randomized nucleotides at both ends of the sequencing read. Randomized adapter ends got trimmed after read collapsing and added to the read identifier for further usage and treated as unique molecular identifiers (UMIs). As the smaller fly genome allowed higher mapping rates, we required minimally 16 nt read length. rRNA mapping reads were removed prior to aligning to the fly genome. We filtered multimapping reads and only kept the best alignment of a read if the second-best alignment had more than one mismatch more than the best alignment. Small RNA data were processed accordingly. If no randomized adapter ends (UMIs) were present, we did not apply PCR-duplicate removal. miRNA quantification on CLIP libraries was done after this processing step. Further, we filtered out all reads with mismatches relative to the genome in the first and last two nucleotides. Next, we removed reads with mismatches relative to the genome reference which were likely introduced during sequencing and thus represent sequencing errors and not diagnostic events. For this, we grouped alignments based on genomic coordinates (Chr, start, end, strand) and UMIs. In the case where alignments shared all coordinates and harbored the same UMI, while differing from each other and/or the reference sequence, we sorted by copy number (retained from read collapsing) and removed reads with relative lower copy number and higher mismatch prevalence to the local high copy number reference read.

For the comparative CLIP analysis we called peaks using Piranha v1.2.1^71^ [-s -b 20 -a 0.95 -v]. To work around Piranha’s assumption that the smaller genomic coordinate is the read start irrespective of the strand, we called peaks on the read midpoints. For spliced reads, the read midpoint was assigned to the part of the read with the more extensive exon overlap. Peak reproducibility was estimated using irreproducible discovery rate (IDR)^72^ on the peak read counts with an overlap ratio of 0.1. For AGO1 CLIP libraries, we chose an IDR < 0.25 for reproducing peaks between CLIP replicates and selected the top *n* peaks (HITS-CLIP pooled *n* = 8971; PAR-CLIP pooled *n* = 11,667).

AGO1 PAR-CLIP data was additionally processed using PARalyzer^41^ embedded in the PARpipe wrapper pipeline (https://github.com/ohlerlab/PARpipe) as described before^73^. In brief, pre-processing included the steps of adapter trimming, PCR-duplicate removal as described above. Randomized adapter nucleotides were trimmed using Flexbar (https://github.com/seqan/flexbar). Here, reads were mapped using bowtie requiring minimally 20 nt read length. Removal of rRNA reads, sequencing errors and multimapper were not applied here but left to the pipelines default setting. For group and cluster calling, PARalyzer v1.5 parameter settings were set to default except requiring minimally five unique reads to initiate a group call, while neglecting PCR-duplicate information. PARalyzer-generated clusters were filtered for T-to-C conversion specificity of at least 0.6 and higher.

### Determination of diagnostic event positional preferences

The top 3000 3′UTR annotated IDR-selected Piranha peaks were selected for both, AGO1 HITS-CLIP and PAR-CLIP and extended on either side by 5 nt. Within peak sequences, we searched for miRNA seed matches (7mer-A1, 7mer-m8, or 8mer-A1) for the 20 most abundant miRNA in CLIP and 1000 times the same number of dinucleotide-shuffled miRNA using the TargetScan.pl script v6.1^74^. Shuffled decoy miRNAs were generated using uShuffle^75^ on mature miRNA sequence and rejecting decoy sequences if they overlapped a non-shuffled (referred to as true) miRNA seed within the top 20 miRNAs. We selected peaks with exactly one seed match. Individual DE tracks at single-nucleotide resolution (i.e., all T-to-C conversion) were isolated from the CLIP alignment files and mapped relative to true miRNA or decoy miRNA seed matches in a window of ±25 nt from the genomic miRNA seed match start. For each window around a miRNA seed match the position with maximal DE occurrence was determined.

For each DE, we calculated the mean distance of maximal occurrence to the seed match start across all windows for true miRNAs and decoy miRNAs sets. Similarly, we calculated the ratio of 1/Gini-coefficient to determine positional enrichments with variable distance to miRNA seed match starts. Empirical significance was assigned with *p* < 0.01, if <1% of the 1000 individual shuffle experiments yielded lower mean distance or higher 1/Gini values than the true miRNAs. The effect size was calculated forming the ratio of the sample median of all mean distances generated by shuffling experiments and mean distance for true miRNAs.

### microMUMMIE SNR, sensitivity and specificity estimation

miRNA target prediction evaluation for canonical miRNA seed matches was conducted in three scenarios: (1) To assess the optimal number of miRNAs to query. (2) To compare microRNA target prediction between AGO1 HITS-CLIP and PAR-CLIP. (3) To evaluate miRNA target prediction with respect to the relative rank of miRNA clusters. In each experiment, microMUMMIE was used without the option of including TargetScan-provided branch length scores shown to improve prediction accuracy in human^29^. Branch length score cut-offs for a dm6-based multiple sequence alignment have not been determined in a same way by the time this study was conducted. Available branch length score cut-offs for a dm3-based 12way multiple sequence alignments, did not improve prediction SNR.

To evaluate miRNA target prediction between AGO1 HITS-CLIP and PAR-CLIP we isolated DEs for T-to-C conversions or the combination of T-to-A, T-to-C, and T-to-G conversions as well as T-deletions (referred to as T-to-V + T-del) from fully filtered alignment files. Peaks with at least two diagnostic events were considered as clusters. Cluster boundaries were refined by trimming the edges if coverage dropped below five reads. As described in the PARalyzer method^41^ we applied kernel density smoothing to the DEs within each cluster. Similarly, we determined the coverage summit. Like this, large parts of PARalyzer, including its output formats (distribution files storing smoothed DE information) were implemented in R relying Bioconductor packages^76^. For the top 1500 3′UTR clusters (width by read count) in AGO1 HITS-CLIP and PAR-CLIP, we estimated the miRNA seed match prediction accuracy using microMUMMIE, as described in the microMUMMIE methods^29^. In brief, we ran microMUMMIE using the top *n* CLIP-enriched miRNAs plus the same number of dinucleotide-shuffled decoy miRNAs. Shuffling was done using uShuffle^75^. Decoy miRNAs were rejected, if their seed nucleotides 3–7 were overlapping with any true miRNA nucleotide 3–7 sequence to avoid overlaps to true miRNA sequences including 6mers. Only miRNA seed match predictions overlapping input clusters were retained. Predictions overlapping several transcript isoforms or miRNA seed family members were collapsed to single genomic coordinates. The signal-to-noise ratio (SNR) describes the number of true miRNA seed match predictions divided by the number of decoy miRNA seed match predictions. Sensitivity is defined as number of clusters with at least one true miRNA seed match prediction, while specificity is defined as the ratio of true miRNA seed match predictions divided by the number of all (true and decoy miRNA) predictions. We ran microMUMMIE in viterbi mode and without conservation at 10 variance levels (var = 1.5, 1, 0.75, 0.5, 0.25, 0.2, 0.15, 0.1, 0.01, and 0.005), depicting the mean SNR, sensitivity, and specificity with its standard error of the mean (SEM) for 100 individual shuffling and training experiments.

Similarly, we estimated miRNA target prediction for AGO1 PAR-CLIP libraries processed with PARalyzer. Clusters were ranked as described above and binned into groups of 1000 clusters, before calculating SNR, sensitivity and specificity for each bin separately.

For a conservative and comprehensive set of miRNA target site predictions microMUMMIE was run on PARalyzer-derived 3′UTR clusters from both AGO1 PAR-CLIP libraries separately and only reproducible predictions were retained. MicroMUMMIE was run at six different stringency levels (variance var = 0.5, 0.25, 0.2, 0.15, 0.1, and 0.01). In the same way, we reproducible miRNA binding site maps for 5′UTR and coding regions (Supplementary Datas 13 and 12).

miRNA target prediction evaluation for non-canonical miRNA bulge matches was conducted as described previously^29^ (Supplementary Data 11).

Further detailed method descriptions can be found in Supplementary Methods (Supplementary Information).

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Supplementary Data 16

Reporting Summary

Source Data

## Data Availability

The AGO1 HITS- and PAR-CLIP data, small RNA-seq data, ribosomal footprinting data, and RNA-seq data generated for this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE109980. Accession numbers and summary stats of previously published data sets analyzed in this study are present in Supplementary Data 16. Final miRNA-binding site predictions are available in Supplementary Data files 8–13 and can be accessed https://dorina.mdc-berlin.de^77^. The source data underlying Fig. 1c and Supplementary Figure 4B are provided as a Source Data file. All data are available from the authors upon reasonable request.

## References

[1] Bartel DP (2009). MicroRNAs: target recognition and regulatory functions. Cell.

[2] Agarwal V, Bell GW, Nam JW, Bartel DP (2015). Predicting effective microRNA target sites in mammalian mRNAs. Elife.

[3] Kim VN, Han J, Siomi MC (2009). Biogenesis of small RNAs in animals. Nat. Rev. Mol. Cell Biol..

[4] Ha M, Kim VN (2014). Regulation of microRNA biogenesis. Nat. Rev. Mol. Cell Biol..

[5] Brennecke J, Hipfner DR, Stark A, Russell RB, Cohen SM (2003). bantam encodes a developmentally regulated microRNA that controls cell proliferation and regulates the proapoptotic gene hid in *Drosophila*. Cell.

[6] Xu P, Vernooy SY, Gou M, Hay BA (2003). Molecular evolution of enolase. Curr. Biol..

[7] Aravin A, Lagos-Quintana M, Yalcin A (2003). The small RNA profile during *Drosophila melanogaster* development. Dev. Cell.

[8] Aboobaker AA, Tomancak P, Patel N, Rubin GM, Lai EC (2005). *Drosophila* microRNAs exhibit diverse spatial expression patterns during embryonic development. Proc. Natl Acad. Sci. USA.

[9] Ruby JG (2007). Evolution, biogenesis, expression, and target predictions of a substantially expanded set of *Drosophila* microRNAs. Genome Res..

[10] Stark A (2007). Discovery of functional elements in 12 *Drosophila* genomes using evolutionary signatures. Nature.

[11] Berezikov E (2011). Deep annotation of *Drosophila melanogaster* microRNAs yields insights into their processing, modification, and emergence. Genome Res..

[12] Wen J (2014). Diversity of miRNAs, siRNAs, and piRNAs across 25 *Drosophila* cell lines. Genome Res..

[13] Kozomara A, Griffiths-Jones S (2014). MiRBase: annotating high confidence microRNAs using deep sequencing data. Nucleic Acids Res.

[14] Miska EA (2007). Most Caenorhabditis elegans microRNAs are individually not essential for development or viability. PLoS Genet..

[15] Chen YW (2014). Systematic study of *Drosophila* MicroRNA functions using a collection of targeted knockout mutations. Dev. Cell.

[16] Picao-Osorio J, Lago-Baldaia I, Patraquim P, Alonso CR (2017). Pervasive behavioural effects of microRNA regulation in *Drosophila*. Genetics.

[17] Lee RC, Feinbaum RL, Ambros V (1993). The C. elegans heterochronic gene lin-4 encodes small RNAs with antisense complementarity to *lin-14*. Cell.

[18] Stark A, Brennecke J, Russell RB, Cohen SM (2003). Identification of *Drosophila* microRNA targets. PLoS Biol..

[19] Enright AJ (2003). MicroRNA targets in *Drosophila*. Genome Biol..

[20] Lewis BP, Shih I, Jones-Rhoades MW, Bartel DP, Burge CB (2003). Prediction of mammalian MicroRNA targets. Cell.

[21] Lewis BP, Burge CB, Bartel DP (2005). Conserved seed pairing, often flanked by adenosines, indicates that thousands of human genes are microRNA targets. Cell.

[22] Khorshid M, Hausser J, Zavolan M, van Nimwegen E (2013). A biophysical miRNA-mRNA interaction model infers canonical and noncanonical targets. Nat. Methods.

[23] Betel D, Koppal A, Agius P, Sander C, Leslie C (2010). Comprehensive modeling of microRNA targets predicts functional non-conserved and non-canonical sites. Genome Biol..

[24] Chi SW, Zang JB, Mele A, Darnell RB (2009). Argonaute HITS-CLIP decodes microRNA-mRNA interaction maps. Nature.

[25] Hafner M (2010). Transcriptome-wide identification of RNA-binding protein and microRNA target sites by PAR-CLIP. Cell.

[26] Zhang C, Darnell RB (2011). Mapping in vivo protein-RNA interactions at single-nucleotide resolution from HITS-CLIP data. Nat. Biotechnol..

[27] Moore MJ (2014). Mapping Argonaute and conventional RNA-binding protein interactions with RNA at single-nucleotide resolution using HITS-CLIP and CIMS analysis. Nat. Protoc..

[28] Bosson AD, Zamudio JR, Sharp PA (2014). Endogenous miRNA and target concentrations determine susceptibility to potential ceRNA competition. Mol. Cell.

[29] Majoros WH (2013). microrna target site identification by integrating sequence and binding information. Nat. Methods.

[30] Erhard F, Dölken L, Jaskiewicz L, Zimmer R (2013). PARma: identification of microRNA target sites in AGO-PAR-CLIP data. Genome Biol..

[31] Helwak A, Kudla G, Dudnakova T, Tollervey D (2013). Mapping the human miRNA interactome by CLASH reveals frequent noncanonical binding. Cell.

[32] Grosswendt S (2014). Unambiguous identification of miRNA: target site interactions by different types of ligation reactions. Mol. Cell.

[33] Moore MJ (2015). miRNA–target chimeras reveal miRNA 3′-end pairing as a major determinant of Argonaute target specificity. Nat. Commun..

[34] Broughton JP, Lovci MT, Huang JL, Yeo GW, Pasquinelli AE (2016). Pairing beyond the seed supports MicroRNA targeting specificity. Mol. Cell.

[35] Hafner M (2011). RNA-ligase-dependent biases in miRNA representation in deep-sequenced small RNA cDNA libraries. RNA.

[36] Baran-Gale J (2015). Addressing bias in small RNA library preparation for sequencing: A new protocol recovers microRNAs that evade capture by current methods. Front. Genet.

[37] Ule J, Jensen K, Mele A, Darnell RB (2005). CLIP: a method for identifying protein-RNA interaction sites in living cells. Methods.

[38] Jan CH, Friedman RC, Ruby JG, Bartel DP (2011). Formation, regulation and evolution of *Caenorhabditis elegans* 3’UTRs. Nature.

[39] Gaidatzis D, van Nimwegen E, Hausser J, Zavolan M (2007). Inference of miRNA targets using evolutionary conservation and pathway analysis. BMC Bioinformatics.

[40] Kishore S (2011). A quantitative analysis of CLIP methods for identifying binding sites of RNA-binding proteins. Nat. Methods.

[41] Corcoran DL (2011). PARalyzer: definition of RNA binding sites from PAR-CLIP short-read sequence data. Genome Biol..

[42] Bazzini AA, Miller LT, Giraldez AJ (2012). Ribosome profiling shows that miR-430 reduces translation before causing mRNA decay in zebrafish. Science.

[43] Hausser J, Syed AP, Bilen B, Zavolan M (2013). Analysis of CDS-located miRNA target sites suggests that they can effectively inhibit translation. Genome Res..

[44] Grimson A (2007). MicroRNA targeting specificity in mammals: determinants beyond seed pairing. Mol. Cell.

[45] Shin C (2010). Expanding the MicroRNA targeting code: functional sites with centered pairing. Mol. Cell.

[46] Chi SW, Hannon GJ, Darnell RB (2012). An alternative mode of microRNA target recognition. Nat. Struct. Mol. Biol..

[47] Hagen JW, Lai EC (2008). microRNA control of cell-cell signaling during development and disease. Cell Cycle.

[48] Zhuang F, Fuchs RT, Sun Z, Zheng Y, Robb GB (2012). Structural bias in T4 RNA ligase-mediated 3’-adapter ligation. Nucleic Acids Res.

[49] Zhang Z, Lee JE, Riemondy K, Anderson EM, Yi R (2013). High-efficiency RNA cloning enables accurate quantification of miRNA expression by deep sequencing. Genome Biol..

[50] Jayaprakash AD, Jabado O, Brown BD, Sachidanandam R (2011). Identification and remediation of biases in the activity of RNA ligases in small-RNA deep sequencing. Nucleic Acids Res.

[51] Giraldez MD (2018). Comprehensive multi-center assessment of small RNA-seq methods for quantitative miRNA profiling. Nat. Biotechnol..

[52] Varghese J, Lim SF, Cohen SM (2010). Drosophila miR-14 regulates insulin production and metabolism through its target, sugarbabe. Genes Dev..

[53] Varghese, J. & Cohen, S. M. microRNA miR-14 acts to modulate a positive autoregulatory loop controlling steroid hormone signaling in Drosophila service microRNA miR-14 acts to modulate a positive autoregulatory loop controlling steroid hormone signaling in *Drosophila*. *Genes Dev*. 2277–2282, 10.1101/gad.439807(2007).10.1101/gad.439807PMC197314117761811

[54] Nelson C, Ambros V, Baehrecke EH (2014). MiR-14 regulates autophagy during developmental cell death by targeting ip3-kinase 2. Mol. Cell.

[55] Kim K, Vinayagam A, Perrimon N (2014). A rapid genome-wide MicroRNA screen identifies miR-14 as a modulator of hedgehog signaling. Cell Rep.

[56] Kozomara A, Hunt S, Ninova M, Griffiths-Jones S, Ronshaugen M (2014). Target repression induced by endogenous microRNAs: large differences, small effects. PLoS One.

[57] Iovino N, Pane A, Gaul U (2009). miR-184 has multiple roles in *Drosophila* female germline development. Dev. Cell.

[58] Tattikota SG (2015). miR-184 regulates pancreatic β-cell function according to glucose metabolism. J. Biol. Chem..

[59] Tattikota SG (2014). Argonaute2 mediates compensatory expansion of the pancreatic β cell. Cell Metab..

[60] Kassuhn W, Ohler U, Drewe P (2016). Cseq-simulator: a data simulator for CLIP-Seq experiments. Pac Symp Biocomput.

[61] Vlachos IS (2015). DIANA-TarBase v7.0: indexing more than half a million experimentally supported miRNA:mRNA interactions. Nucleic Acids Res..

[62] Chou CH (2016). miRTarBase 2016: updates to the experimentally validated miRNA-target interactions database. Nucleic Acids Res.

[63] Majoros WH, Ohler U (2007). Spatial preferences of microRNA targets in 3’ untranslated regions. BMC Genomics.

[64] Hilgers V (2011). Neural-specific elongation of 3’ UTRs during *Drosophila* development. Proc. Natl Acad. Sci. USA.

[65] Smibert P (2012). Global patterns of tissue-specific alternative polyadenylation in Drosophila. Cell Rep.

[66] Agarwal V, Subtelny AO, Thiru P, Ulitsky I, Bartel DP (2018). Predicting microRNA targeting efficacy in *Drosophila*. Genome Biol..

[67] Benaglia T, Chauveau D, Hunter DR, Young D (2009). mixtools: an R Package for analyzing finite mixture models. J. Stat. Softw..

[68] Huppertz I (2014). iCLIP: protein-RNA interactions at nucleotide resolution. Methods.

[69] Dölken L (2008). High-resolution gene expression profiling for simultaneous kinetic parameter analysis of RNA synthesis and decay. RNA.

[70] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet. J..

[71] Uren PJ (2012). Site identification in high-throughput RNA-protein interaction data. Bioinformatics.

[72] Li Q, Brown JB, Huang H, Bickel PJ (2011). Measuring reproducibility of high-throughput experiments. Ann. Appl. Stat.

[73] Mukherjee N (2014). Global target mRNA specification and regulation by the RNA-binding protein ZFP36. Genome Biol..

[74] Garcia DM (2011). Weak seed-pairing stability and high target-site abundance decrease the proficiency of lsy-6 and other microRNAs. Nat. Struct. Mol. Biol..

[75] Jiang M, Anderson J, Gillespie J, Mayne M (2008). uShuffle: a useful tool for shuffling biological sequences while preserving the k-let counts. BMC Bioinformatics.

[76] Lawrence M (2013). Software for computing and annotating genomic ranges. PLoS Comput. Biol..

[77] Blin K (2015). DoRiNA 2.0-upgrading the dorina database of RNA interactions in post-transcriptional regulation. Nucleic Acids Res.

How the deposited data were processed for this re-analysis (not part of the article)

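Small RNA, AGO1-bound RNA, messenger RNA and ribosome-protected RNA of S2 cells were measured in 31 libraries whose conditions the labels give. These are 4 small RNA libraries from 2 sub-clones grown in different media, 2 HITS-CLIP and 2 PAR-CLIP libraries, 11 RNA-seq libraries and 12 RiboFP libraries. The public small RNA libraries, the HITS-CLIP peaks, the pooled PAR-CLIP run and the supplementary methods were not used here.

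The authors deposited raw counts of RNA-seq reads per gene, made with HTSeq from UMI-tagged, stranded reads of RNA depleted of rRNA, after rRNA and viral reads were removed. Each library's file also lists reads that HTSeq did not assign to a gene, which made up 54.3% to 76.1% of its lines' sum, mostly reads without a unique position (48.9% to 68.7%); these lines and the ERCC spike-ins (0.638% to 1.16%) were left out. The authors' RiboFP counts come from summarizeOverlaps, after reads were collapsed by the randomized adapter ends and rRNA reads removed, again as raw counts. Whether strand was used in that step is not named in the paper's text, so the footprints of genes that share exonic bases with a gene on the other strand were taken as counted. Gene totals per library ran from 4130128 to 8409050 in RNA-seq and from 1236689 to 13648324 in RiboFP, and the 10 genes with the most counts held 5.94% to 8.04% of an RNA-seq library.

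The miRNA values were deposited by the authors as RPM, rounded to 1 decimal, from reads trimmed with cutadapt and collapsed, without reads that map to several places. Copies per cell of 3 miRNAs come from the authors' northern blots, and their deposited estimates for other miRNAs from a linear fit after log transformation. The log2 fold changes and p-values of TE deposited by the authors come from Xtail, for dsAGO1 low against dsGFP. The 71556 counts repeated in that table are identical to those of the count tables, and its log2 fold changes had Pearson correlations of 0.9996 to 0.9999 with those computed here, across genes, which are not independent replicates. For PAR-CLIP, the authors deposited clusters and groups from PARalyzer in PARpipe for each replicate. Their columns hold read numbers, the fraction of reads with a T-to-C conversion and the fraction at the mode, both deposited as the authors' pipeline gives them. The conversion specificity deposited with each cluster is a score of the authors' pipeline, and the deposited distributions hold the smoothed conversion signal at each position.

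Gene counts were analysed with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM scaling and the quasi-likelihood test; p-values were adjusted by Benjamini-Hochberg, and an adjusted p under 0.05 was called. DESeq2 1.42.0 was the alternative, and limma 3.58.1 provided camera and fry on 44 gene sets as well as the test between the sub-clones. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The comparisons were dsAGO1 low against dsGFP, which is the paper's, dsAGO1 high against dsGFP, dsGFP against mock and, to compare the doses without a shared control, dsAGO1 high against mock. Changes in TE were tested as an interaction of assay and treatment over the RNA-seq and RiboFP libraries of dsAGO1 low and dsGFP. The main settings, the named genes and all alternatives but 6 were chosen before the data were examined; the exceptions are the matches near the highest conversion signal, used for 3 kinds of result, the matches of the 59 CLIP-enriched miRNAs, edgeR on the recovered miRNA reads, and mock in place of dsGFP as the control.

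Replicate numbers were checked for pairing by the correlation, across genes, of the deviations of same-numbered libraries from their group means. In RiboFP these correlations were 0.410 to 0.420 between dsGFP and dsAGO1 low and 0.505 to 0.677 between mock and dsGFP, so the numbers pair these libraries. Between RNA-seq and RiboFP libraries of the same condition and number they were 0.145 to 0.440 in mock, dsGFP and dsAGO1 low. In RNA-seq between dsGFP and dsAGO1 low the 3 correlations were 0.066, 0.187 and 0.107, and the first is under 0.1, so the numbers were not taken to pair them.

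Target classes were compared by differences of median log2 fold changes with 95% intervals from 1000 bootstrap samples and by two-sided Kolmogorov-Smirnov tests, adjusted over 48 tests of classes and, separately, over 84 tests of single families and their seed types. Classes needed at least 10 genes and families at least 20, which 17 families had. The seed families were those of the 30 most abundant miRNAs in CLIP, and decoys were 100 sets of shuffled seeds. Permutation tests of correlations used 100000 permutations. Clusters were compared with the reference at their coordinates before any position was used, and gene positions come from its BDGP6 annotation. A comparison of seed matches in clusters with 3′UTR sequence outside them, chosen first, was replaced by the whole 3′UTRs, since leaving the clusters out lowers the ratio outside them by itself.

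The miRNA reads behind each RPM value were recovered from the rounding, with totals of 331598 to 525488 reads in the small RNA libraries and 1999847 to 3300602 in the CLIP libraries. Only 168 values per library enter this recovery, and it was tested on simulated data of 2 libraries, whose totals were both found. The tests of gene counts were also tested on simulated data with changes planted in a known set of genes. They recovered 70.7% of 188 changed genes in RNA-seq with 5 false among 138 calls, 92.9% of 197 in RiboFP with 17 false among 200, and 67.5% of 200 in TE with 10 false among 145. Of 900 planted seed matches, 97.7% were recovered as the excess over decoys, and the mixture model assigned 60 of 60 miRNAs to their component. For the test between sub-clones, 14 of 20 planted changes were recovered with 1 false call.

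The genes named in the text are AGO1, AGO2, hid and mbt, the genes of the 5 most covered 3′UTR clusters, and the 5 genes with the largest rise and the 5 with the largest fall in RNA-seq between dsAGO1 low and dsGFP. The last had to have an adjusted p under 0.05, a mean count of at least 100 and the same direction in all 3 pairs of replicates, which 131 genes had. The named miRNAs are bantam-3p, miR-184-3p, miR-14-3p, miR-7-5p, miR-277-3p, miR-11-3p and the 10 most abundant.

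Alternatives changed 1 choice at a time: DESeq2, upper-quartile scaling, no filter on low counts, a mean count of at least 100, the replicate number as a block, all groups of the assay in 1 fit, and each replicate left out. For PAR-CLIP they were clusters with at least 20 reads, an overlap of at least 50% of the shorter cluster, 7mer and 8mer sites only, a window of 5 nt, and all matches anywhere in shared clusters. For miRNAs the pseudocount, the filter on low values and the libraries averaged were varied. Gene ontology terms were not analysed here, and bulge sites were not assigned.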

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

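The tests on the reads of miR-968-5p, on the knockdown in single RiboFP libraries and on other splits of the dsAGO1 high libraries were chosen only after the result was seen. The tests of centring and thinning were set after the differences were known, with their possible outcomes written down before they were run.

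In the 4 CLIP libraries, miR-7-5p held 1.08% of the miRNA reads in PAR-CLIP 1 (95% Wilson interval 1.07% to 1.10%) and 1.20% in each of the other 3, so PAR-CLIP 1 lay far from the others. This was 1 of 24 groups of 4 libraries looked at, and chance alone places a library that far out in about 1 in 20 groups. No explanation was tested for it, biological or technical, and the difference is small next to that between the small RNA libraries, where miR-7-5p ranged from 0.753% to 1.16%.

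The paper averages its small RNA libraries and does not compare the sub-clones. Between the sub-clone grown in Express medium and the one grown in Schneider medium, 48 of 89 miRNAs differed by limma at an adjusted p under 0.05, 22 higher and 26 lower in Express medium, with 2 libraries on each side. The other 2 ways to split the 4 libraries into pairs gave 0 miRNAs. With edgeR on the recovered reads, an alternative chosen after seeing the data, 46 differed, 16 higher and 30 lower, of which 41 were also called by limma, all 41 in the same direction. Without a filter limma called 38, 14 higher and 24 lower, so the balance of rises and falls depends on the setting. If a few miRNAs took most of the reads, centring each library on its median miRNA would remove calls, but 48 miRNAs were called after centring, 43 of them without it as well. If library depth caused the calls, thinning all 4 libraries to 331594 reads would remove them, but 49 were called after thinning, 47 of them without it as well. What stays open is a difference between the sub-clones or between the media, since every library of one medium comes from one sub-clone.

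The largest rise in Express medium was that of miR-927-5p, with a log2 fold change of 7.92 (standard error 0.22, adjusted p = 2.1e-06 from limma), from 51.4 and 42.2 RPM in the Schneider libraries to 10880.6 and 12205.3 RPM in the Express libraries. In the opposite direction, miR-968-5p had 0 reads in both Express libraries and 409.1 and 419.8 RPM in the Schneider libraries, which is at least 52.9-fold lower when the 3 reads that a count of 0 allows are set against it. Both miRNAs are named after their values were seen. At the Schneider level, at least 137 reads of miR-968-5p would be due in an Express library, which argues against depth as the reason for the 0 reads. The Schneider libraries held 215 and 209 reads, and sub-clone and medium cannot be told apart as sources of the difference, because they change together.

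The high dose of dsAGO1 was sequenced as well, but the paper's changes come from the low dose. In RNA-seq, 37 of 8094 genes differed between dsAGO1 high and dsGFP, 21 higher and 16 lower, and 991 had an unadjusted p under 0.05. The balance depended on the setting. Without a filter on low counts 74 were higher and 150 lower, and with the replicate block 306 were higher and 402 lower. Without replicate 1, 219 were higher and 229 lower. More were higher with DESeq2, upper-quartile scaling, a mean count of at least 100 and all groups in 1 fit. Against mock in place of dsGFP, a control chosen as an alternative after seeing the data, 586 differed, 270 higher and 316 lower. The comparison of dsGFP against mock itself gave 0 genes, with 116 at an unadjusted p under 0.05. Without the library RNA-seq dsGFP 1, which has no high-dose counterpart, 448 genes differed between dsAGO1 high and dsGFP, with all 37 among them. Across genes, which are not independent replicates, the changes of dsAGO1 high against mock and of dsAGO1 low against dsGFP had a Pearson correlation of 0.494, and all 139 genes called at the low dose had the same sign at the high dose. With 2 high-dose libraries no count of splits was made, and no technical explanation was tested for these genes; the biological one the design gives is the dose of dsAGO1.

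In RiboFP, dsAGO1 high against dsGFP gave 0 genes, with 534 at an unadjusted p under 0.05, and all 10 of the 10 splits of the 6 libraries gave as many or more, which follows from a count of 0 and decides nothing. Without the library RiboFP dsAGO1 high 1, 1086 genes differed, 645 higher and 441 lower. If the knockdown were missing from that library, it would lie near the controls along the change seen at the low dose. Its mean log2 change along that direction, against mock, was -0.0225, next to -0.03 to -0.02 in the dsGFP libraries, 0.71 and 0.73 in the other two high-dose libraries and 0.66 to 0.80 at the low dose. A missing knockdown is therefore a candidate explanation, and the authors list the knockdown of this library as insufficient. Its depth of 13648324 counts, far above the others, is argued against by thinning it to the depth of RiboFP dsAGO1 high 3, after which still 0 genes passed, with 890 at an unadjusted p under 0.05. Why RiboFP dsAGO1 high 2 kept 146 CPM of AGO1 while its genes moved with the low dose was not tested.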

How the results depend on the processing

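The splits of the libraries were among the tests chosen only after the result was seen; the alternatives were set as given under the processing. Of 57 main results, 31 kept their direction and their side of the threshold, or stayed within the range taken as unchanged, under every alternative run for them. They include the fall of AGO1 in RiboFP (log2 fold change from -1.63 to -1.10), the higher change of genes with reproducible sites (0.18 to 0.28 in RNA-seq and 0.25 to 0.34 in RiboFP) and that of genes with clusters in the 3′UTR only (0.19 to 0.37 and 0.23 to 0.44). They also include genes whose clusters lack a match (0.12 to 0.21 in RNA-seq and 0.11 to 0.21 in RiboFP) and the number of miRNAs that differ between the sub-clones (38 to 46 against 48). Over all results, 763 of 879 alternatives left the result as it was. Upper-quartile scaling changed none of the 43 results it was run for.

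The counts of genes moved most. With DESeq2 the number of genes between dsAGO1 low and dsGFP was 371 in RNA-seq against 139, and 12 for TE against 6, 10 higher and 2 lower. DESeq2 shared 138 of the 139 RNA-seq genes and all 6 TE genes. Between dsAGO1 high and dsGFP it gave 203 in RNA-seq against 37, and 15 in RiboFP against 0. Without a filter on low counts there were 374 in RNA-seq at the low dose, 224 in RNA-seq and 98 in RiboFP at the high dose, and 5 in RNA-seq between dsGFP and mock against 0. These 5, named after their values were seen, were Hsp70Bb, bnl, fok and lncRNA:CR44203, all higher, and ATPsyndelta, lower. Genes with a mean count of at least 100 gave 63 in RNA-seq at the high dose. With all groups of the assay in 1 fit the numbers at the low dose were 309 in RNA-seq, 1144 in RiboFP against 1930, and 0 for TE, with 214 at an unadjusted p under 0.05; RNA-seq at the high dose gave 234. The control mattered in RNA-seq: with mock in place of dsGFP, an alternative chosen after seeing the data, there were 801 genes at the low dose (36 to 380 with a replicate left out, the lowest without replicate 2) and 586 at the high dose. RiboFP gave 1986 at the low dose (733 to 1529, the lowest without replicate 2) and 0 at the high dose, with 523 at an unadjusted p under 0.05; TE was not tested against mock. The filters change the number of genes tested by construction; for the rest the cause was not tested.

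With the replicate number as a block, RiboFP at the low dose gave 3004 genes, among them all 1930, and RiboFP between dsGFP and mock gave 8, with 425 at an unadjusted p under 0.05. In RNA-seq it gave 481 genes at the low dose and 708 at the high dose. There the numbers were not taken to pair the libraries, because 1 of the 3 correlations is under 0.1, although each of the 3 lies above those of differently numbered libraries (-0.147 to 0.0162). The block also moved camera's adjusted p from 0.0447 to 0.0507 for genes in RNA-seq whose clusters lack a match, from 0.0227 to 0.0502 for bantam-3p and from 0.0395 to 0.0502 for miR-275-3p with miR-306-5p in RiboFP. It moved fry's from 0.0603 to 0.04998 for genes with clusters in the 5′UTR only and from 0.0336 to 0.0593 for miR-283-5p, both in RiboFP. Of the 80 results run with the block, the others that changed were AGO1, mbt and the 5′UTR class in RNA-seq, each now past the threshold.

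Leaving out 1 replicate number gave the lowest counts at the low dose. RNA-seq at the low dose gave 3 to 91 genes, with 3 without replicate 3 (alpha-Est8, CG14273 and CG6006), 4 without replicate 2 (these and CG4793) and 91 without replicate 1. All 139 genes kept their direction in each of these fits. RiboFP at the low dose gave 497 to 1384, the lowest without replicate 2, of which 495 were among the 1930. TE gave 0 to 4: Tsf2, Cont, CG31195 and Mcr without replicate 1, sinu and Cont without replicate 2, and 0 without replicate 3, where 162 had an unadjusted p under 0.05. These genes are named after their values were seen. At the high dose, RNA-seq without replicate 1, which removes 1 dsGFP library, gave 448. RiboFP gave 0 to 1287, the highest without replicate 1 and 0 without replicate 2 or 3, with 62 and 121 at an unadjusted p under 0.05. Removing only the library RiboFP dsAGO1 high 1 gave 1086. Fewer libraries leave fewer degrees of freedom by construction; beyond this the cause was not tested.

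AGO1 in RNA-seq fell by 0.74 at an adjusted p of 0.155. It passed the threshold with DESeq2 (-0.73, adjusted p = 0.0491), with no filter on low counts (-0.73, adjusted p = 0.00554) and with the block (-0.70, adjusted p = 0.0331), and its adjusted p over all alternatives ran from 0.00554 to 0.429. Genes with clusters in coding sequence only lost their difference in RNA-seq with a mean count of at least 100 in both assays (0.0311, adjusted p = 0.112, within 9.7e-26 to 0.112 over the alternatives) and in RiboFP with the authors' deposited log2 fold changes (0.0362, adjusted p = 0.0839, within 3.2e-27 to 0.0839). For these too the cause was not tested. The correlation of the changes in RNA-seq and RiboFP was 0.644 to 0.747 with a replicate left out, against 0.779, the lowest without replicate 2. Directions reversed for AGO2 in RiboFP, from -0.01 to 0.00105 with a mean count of at least 100 and to between -0.0331 and 0.0284 with a replicate left out, the highest without replicate 1, and for hid in RNA-seq, from 0.35 to -0.43 without replicate 3, within -0.43 to 0.84 over the replicates left out. Neither gene passed the threshold in any of these fits.

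For PAR-CLIP, an overlap of at least 50% of the shorter cluster gave 60.2% and 86.3% shared clusters. With at least 20 reads required in both replicates, 97.2% were shared in PAR-CLIP 2. With at least 20 reads, coding sequence held 46.5% and 41.0% of clusters and 3′UTRs 24.7% and 29.6%, and the share of reads with a T-to-C conversion in clusters was 87.95% and 87.86%. The site rule set the number of reproducible sites. It was 515 with 7mer and 8mer sites only, 495 with a window of 5 nt, 9201 with all matches anywhere in shared clusters, 505 with at least 20 reads in each replicate, and 3814 with matches near the highest conversion signal, which was chosen after seeing the data. In the same order, the genes with a site were 480, 451, 2853, 451 and 2333, and those with at least 2 sites 32, 37, 1896, 50 and 868. Clusters without a match were 68.8% and 69.2% with 7mer and 8mer matches only, and 20.7% and 21.7% with the 59 CLIP-enriched miRNAs. Rules that admit only part of the matches, or more of them, give these shifts by construction; the rule on the highest conversion signal, which keeps the window and moves its anchor, does not.

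The correlation of target numbers with miRNA levels fell from 0.490 to 0.377 with the small RNA libraries in place of CLIP, and to 0.292 with all matches anywhere in shared clusters. The r-squared of site number and 3′UTR length was 0.250 with the highest conversion signal, 0.0431 with 7mer and 8mer sites only and 0.251 with all matches anywhere, against 0.0896. The cause was not tested for either. Of 51 other results, 22 changed under at least 1 alternative: 14 were weaker, 4 stronger, 2 moved and 2 reversed, and most of the weaker ones are named genes in RNA-seq without replicate 2 or 3.

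Scaling to the ERCC spike-ins and the authors' own assignment of sites were not run, and keeping all deposited clusters moves nothing, since none has a conversion specificity under 0.602. In RNA-seq hid had 7.48 ± 6.22 CPM with dsAGO1 low and 5.78 ± 2.60 with dsGFP (SD, n = 3), and in RiboFP it had too few counts to be tested.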

Differences from the paper's values

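The number of reproducible canonical seed matches was 1031, against the paper's 5026. Of the alternatives set before the data were examined, none closed the gap: 7mer and 8mer sites only gave 515, a window of 5 nt around the conversion mode 495, all matches anywhere in shared clusters 9201, and clusters with at least 20 reads in each replicate 505. With matches within 15 nt of the highest conversion signal, a rule chosen after seeing the values, there were 3814, within 1.5 times the paper's number.

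These matches lay on 871 genes, against the paper's 2601. All matches anywhere in shared clusters, set before the data were examined, gave 2853 and closed the gap; 7mer and 8mer sites only gave 480, and the narrower window and the clusters with at least 20 reads gave 451 each. The rule on the highest conversion signal, chosen after seeing the values, gave 2333 and closed it too.

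Genes with sites of at least 2 miRNAs numbered 126, counted by family, against the paper's 1237. Matches anywhere in shared clusters gave 1852, within 1.5 times the paper's number, while 7mer and 8mer sites only gave 31, the narrower window 34 and clusters with at least 20 reads 48. The rule on the highest signal, chosen after seeing the values, gave 835 and closed the gap.

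Genes with a single site numbered 737, against the paper's 1364. Here too matches anywhere in shared clusters closed the gap (957), whereas 7mer and 8mer sites only (448), the narrower window (414) and clusters with at least 20 reads (401) did not. The rule on the highest signal, chosen after seeing the values, gave 1465 and closed it.

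The largest number of sites on a gene was 5, against the paper's 13. Among the alternatives set before the data were examined, matches anywhere in shared clusters gave 34, 7mer and 8mer sites only 3, the narrower window 4 and clusters with at least 20 reads 3, and none closed the gap. The rule on the highest signal, chosen after seeing the values, gave 13.

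Some other settings touch the paper's values. With 1 RPM added in place of 0.1 RPM, the upper component of the CLIP levels held 59 miRNAs, the paper's number, against 54. The correlation of target numbers with CLIP levels, 0.490 against the paper's 0.47, fell to 0.292 with all matches anywhere in shared clusters, the single alternative under which it differs.

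The paper gives an r-squared between the number of sites and 3′UTR length at 2 stringencies of its site prediction, and the 0.102 found among target genes lies between them. With matches anywhere in shared clusters it was 0.232, also between them. With 7mer and 8mer sites only it was 0.00401, below both, and with matches near the highest conversion signal, chosen after seeing the values, 0.251, above both.

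In rankings, the paper places miR-14-3p next to the top by its number of target sites, while its family ranked 4 here by target genes, and 3 under the rule on the highest signal, chosen after seeing the values. The paper also calls miR-14-3p the miRNA most enriched in CLIP. By mean CLIP level, from which the paper defines CLIP-enriched miRNAs, it ranked 2 here and 1 in the HITS-CLIP libraries alone. By the ratio of CLIP to small RNA level, a measure the paper does not use for this term, it ranked 55 of 86.

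In the hid 3′UTR, the paper finds CLIP evidence for all of the bantam matches predicted at first and for none of the other miRNAs. Here 3 of 5 bantam-3p 7mer or 8mer matches lay in a PAR-CLIP cluster, and a miR-33-5p and a miR-980-3p match did so as well, in clusters that also hold a bantam-3p match. The HITS-CLIP peaks were not used here.

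The paper finds target genes and other genes expressed alike, while their median levels here were 6.45 and 5.55 log2 CPM. CPM is not scaled to transcript length, unlike the TPM in which the paper gives target expression. The longer 3′UTRs of target genes may therefore enter this gap, which was not tested. It finds no clear change for genes whose clusters lack a canonical match, while here their median RiboFP change was higher by 0.15 than that of genes without a cluster; bulge matches, which the paper removes, were not removed here. For bantam-3p and miR-184-3p the paper reports effects that rise from 6mer to 8mer; here the 8mer class of bantam-3p and the 7mer and 8mer classes of miR-184-3p were too small to test, and with matches near the highest signal, chosen after seeing the values, the order was the paper's for both. In the position of sites along 3′UTRs the paper sees a uniform distribution, while here the last of 10 bins held 7.47% and 7.15% of the clusters. Placing clusters by their midpoint on the longest annotated 3′UTR can lower that bin by itself, so this difference decides nothing.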

Other observations

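The tests on splits of the libraries for the gene counts and for the shift in TE, and those of base and dinucleotide content in clusters, were chosen only after the result was seen; for the splits of the shifts in RNA-seq and RiboFP, the matched comparisons and the position of the mode, the possible outcomes were written down before these tests were run, though not before all other results were seen.

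The 6 libraries of dsAGO1 low and dsGFP can be split into 3 and 3 in 10 ways, so no result can be as rare as 0.05 among them. In RNA-seq (139 genes), in RiboFP (1930) and for TE (6), 1 of the 10 splits, the real one, gave that many genes, and each of the others gave 0. Among the 4 splits that part all 3 pairs of same-numbered RiboFP libraries, the real one again gave the most genes. Between dsGFP and mock, with 0 genes in RNA-seq (116 at an unadjusted p under 0.05) and in RiboFP (36 at an unadjusted p under 0.05), all 10 splits gave as many, which a count of 0 cannot fail to show, so this decides nothing.

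Genes with at least 1 reproducible site had a median change higher by 0.16 in RNA-seq and 0.22 in RiboFP than all other genes, and 1 of 10 splits gave a difference as large in each assay. The largest other difference was -0.15 in RNA-seq and -0.11 in RiboFP. The other three splits that part all pairs gave 0.09, 0.07 and -0.07 in RiboFP. For TE the difference was 0.07, and 4 of 10 splits gave one as large, so the labels of the libraries did not set this shift apart.

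Target genes have longer 3′UTRs and higher CPM, which could shift their changes without a miRNA. Genes without sites were therefore matched to them, with the difference in RiboFP at 0.220 before matching. It was 0.207 after matching on expression level (95% bootstrap interval 0.167 to 0.258), 0.210 on the GC content of the 3′UTR (0.161 to 0.267) and 0.129 on 3′UTR length (0.0791 to 0.181). None of the 3 measures alone removed the shift, but 3′UTR length may account for part of it. An effect of the sites themselves stays a hypothesis, since other features of long 3′UTRs were not tested.

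The base content of 3′UTRs could raise true over decoy matches in clusters. In the whole 3′UTRs of the same genes the ratio was 1.01 in both replicates, against 1.26 and 1.32 in the 1000 most covered clusters. Per decoy set, the ratio in the clusters over that in the whole 3′UTRs had medians of 1.25 (1.14 to 1.32 over the middle 95% of the sets) and 1.31 (1.19 to 1.40), and in 0 of 100 sets was it 1 or less. Decoys keep the bases of each family but not the dinucleotides, so the clusters were also shuffled 100 times with their dinucleotides kept, and the highest ratio was 1.03 and 1.05. These values argue against base content and against dinucleotide content as the reason.

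Fewer reproducible sites were found near the conversion mode than near the highest conversion signal. Where the mode lies at the first or last nucleotide of a 3′UTR cluster, 14.9% and 15.0% of the clusters had a match near the mode, against 42.3% and 44.2% near the highest signal. Where the mode lies elsewhere, the shares were 39.7% and 42.3% near the mode against 46.4% and 47.7%. A mode at the cluster's edge is therefore a candidate explanation for the lower number. Why the deposited mode lies there so often was not tested.

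With matches near the highest conversion signal, a rule chosen after seeing the data, 2124 tested genes had a reproducible site. Their median RiboFP change was higher by 0.26 than that of the other 4338 genes. It was higher by 0.21 with 1 site, 0.36 with 2, 0.41 with 3, 0.45 with 4 and 0.34 with more than 4. For genes with a single site it was 0.16 with a 6mer, 0.26 with a 7mer and 0.23 with an 8mer. From 6mer to 8mer, against genes with no site in either replicate, miR-184-3p gave 0.17, 0.75 and 1.15, bantam-3p 0.28, 0.37 and 0.57, miR-14-3p 0.32, 0.51 and 0.64, and miR-277-3p 0.24, 0.27 and 0.17. Of the genes higher in RiboFP, 58.7% had such a site, and of those lower 16.1%. Differences between these classes were not tested.

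Across genes, which are not independent replicates, the RiboFP changes of dsAGO1 high against mock and of dsAGO1 low against dsGFP, which share no library, had a Pearson correlation of 0.835 with a slope of 0.554. Without the library RiboFP dsAGO1 high 1 the correlation was 0.908 and the slope 0.973.

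Of the genes the paper names, AGO2 (FBgn0087035, 3L, 15554113 to 15561042) changed by 0.15 in RNA-seq (adjusted p = 0.699 from edgeR's quasi-likelihood test) and by -0.01 in RiboFP (adjusted p = 0.969). The gene mbt rose by 0.61 in RNA-seq (standard error 0.16, adjusted p = 0.0793) and by 0.90 in RiboFP (standard error 0.18, adjusted p = 0.00434). In RNA-seq its adjusted p was under 0.05 with DESeq2 (0.0150), with the replicate block and with all groups in 1 fit.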
